# An ADAR1-dependent RNA editing event in the cyclin-dependent kinase CDK13 promotes thyroid cancer hallmarks

**DOI:** 10.1186/s12943-021-01401-y

**Published:** 2021-09-08

**Authors:** Julia Ramírez-Moya, Christos Miliotis, Allison R. Baker, Richard I. Gregory, Frank J. Slack, Pilar Santisteban

**Keywords:** ADAR1, A-to-I editing, Cancer, CDK13, Splicing

## Abstract

**Background:**

Adenosine deaminases acting on RNA (ADARs) modify many cellular RNAs by catalyzing the conversion of adenosine to inosine (A-to-I), and their deregulation is associated with several cancers. We recently showed that A-to-I editing is elevated in thyroid tumors and that ADAR1 is functionally important for thyroid cancer cell progression. The downstream effectors regulated or edited by ADAR1 and the significance of ADAR1 deregulation in thyroid cancer remain, however, poorly defined.

**Methods:**

We performed whole transcriptome sequencing to determine the consequences of ADAR1 deregulation for global gene expression, RNA splicing and editing. The effects of gene silencing or RNA editing were investigated by analyzing cell viability, proliferation, invasion and subnuclear localization, and by protein and gene expression analysis.

**Results:**

We report an oncogenic function for *CDK13* in thyroid cancer and identify a new ADAR1-dependent RNA editing event that occurs in the coding region of its transcript. *CDK13* was significantly over-edited (c.308A > G) in tumor samples and functional analysis revealed that this editing event promoted cancer cell hallmarks. Finally, we show that *CDK13* editing increases the nucleolar abundance of the protein, and that this event might explain, at least partly, the global change in splicing produced by ADAR1 deregulation.

**Conclusions:**

Overall, our data support A-to-I editing as an important pathway in cancer progression and highlight novel mechanisms that might be used therapeutically in thyroid and other cancers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-021-01401-y.

## Introduction

Adenosine deaminases acting on RNA (ADARs) are involved in the most common type of RNA editing in mammals, A-to-I RNA editing [1]. Acting specifically on double-stranded RNAs, ADARs catalyze the post-transcriptional conversion of adenosine residues to inosines, which are recognized by the cellular machinery as guanosines. Accordingly, A-to-I editing can create, delete or alter the specificity of a codon or a splice site, alter RNA structures, or modify regulatory RNAs [1]. Importantly, when this occurs in coding regions it can lead to the generation of new proteins with novel functions [2]. As A-to-I RNA editing overlaps temporally and spatially with pre-mRNA splicing, it is likely that extensive crosstalk exists between the two processes. Indeed, A-to-I RNA editing has been shown to globally affect alternative splicing [3, 4]; however, only a limited number of editing sites directly affect splice sites, and it is highly possible that additional mechanisms exist to regulate splicing [3, 4]. Although poorly understood, RNA editing events within transcripts of genes related to splicing regulation might explain the global changes in splicing induced by the ADARs. ADAR1, which is expressed through two isoforms (p110 and p150) [2], is the most abundant member of the ADAR family of enzymes and plays important roles in both physiological and pathological processes.

RNA editing drives molecular diversity, offering an organism the potential for greater complexity. ADAR editing is essential for survival in mammals, but its deregulation is also associated with cancer initiation and progression [5, 6]. Recent studies, especially those by The Cancer Genome Atlas (TCGA) project, have established that A-to-I editing levels and the enzymes mediating this modification are significantly altered in cancer [7, 8]. Most tumor types have elevated levels of A-to-I editing and ADAR1 expression, and this latter finding has been associated with a reduction in patient survival in glioma, papillary thyroid and uterine corpus endometrial carcinomas [9]. The available data also suggest that edited RNAs might serve as novel candidates for therapeutic and diagnostic purposes [8]. In this context, we recently demonstrated the importance of A-to-I editing in thyroid cancer [10], where ADAR1-dependent activity is markedly higher in tumors than in normal thyroid tissue [7, 8]. Thyroid cancer is the most common endocrine malignancy [11], and its incidence has increased significantly in the US and in other countries over the last few decades [12–14]. Although it generally has a good outcome, the rate of disease recurrence is high, which is associated with increased incurability and with patient morbidity and mortality [15]. Indeed, some patients develop aggressive forms of the disease that are untreatable, and the molecular foundations remain poorly understood [15]. Accordingly, a better understanding of thyroid cancer is essential to develop new strategies and provide new therapeutics for treatment. Thyroid cancer encompasses several histological types and subtypes with different cellular origins, characteristics and prognoses. Most tumors originate from follicular cells and can be classified as well-differentiated carcinomas, including papillary (PTC) and follicular (FTC) thyroid carcinoma, whereas others are classified as poorly differentiated (PDTC) and undifferentiated or anaplastic (ATC) thyroid carcinomas [16, 17]. The latter, less-differentiated, thyroid cancers (PDTC and ATC) can develop de novo, although many arise through the process of stepwise differentiation of PTC and FTC [17].

We previously demonstrated a functional role for ADAR1 and RNA editing in thyroid cancer tumorigenesis following *ADAR1* gene silencing and pharmacological inhibition of ADAR1 editase activity. We also found that some microRNAs, such as miR-200b, are new targets for ADAR1 in thyroid cancer [10]. Still, several issues remain unresolved regarding how RNA editing affects thyroid cancer. In the present study, we used bioinformatic approaches and high throughput RNA-sequencing (RNA-seq) of *ADAR1* knockdown cancer cells to globally examine how ADAR1 and its A-to-I RNA editing activity influences gene expression and mRNA splicing. This analysis allowed us to identify novel editing sites for ADAR1 in the transcriptome and uncover a new ADAR1-dependent RNA editing event that occurs in *CDK13*, which encodes a cyclin-dependent kinase implicated in the regulation of transcription [18] and RNA splicing [19, 20]. We found that the nucleotide modification from this editing event is overrepresented in thyroid tumors and has functional consequences in thyroid cancer cells. Overall, our data point to an oncogenic role for *CDK13* in thyroid cancer, as the ADAR1-dependent editing of *CDK13* provides an advantage for cancer progression and may explain the global change in splicing pattern observed upon *ADAR1* knockdown.

## Materials and methods

### Patients

Samples of paired PTC tumors and contralateral normal thyroid tissue from patients (*n* = 6) were obtained from the Biobank of the La Paz University Hospital (Madrid, Spain). The main clinical characteristics of the patients have been described [10]. Informed consent was obtained from all the patients following the protocols approved by the hospital ethics committee.

### Cell culture

Cal62 and TPC1 tumor thyroid cell lines were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). The Cal62 cell line was obtained from Leibniz-Institut DSMZ-German Collection of Microorganisms and Cell Cultures and the TPC1 cell line was provided by Dr. A.P. Dackiw (Johns Hopkins University, Baltimore). Cells were tested for mycoplasma contamination and authenticated every 6 months by short tandem repeat profiling using the Applied Biosystems Identifier kit in the Genomic Facility at the Institute of Biomedical Research (IIBm, Madrid, Spain).

### siRNAs, plasmids and transfections

The following siRNAs were purchased from Thermo Fisher Scientific Inc. (Waltham, MA): siControl (Silencer Select Negative Control #1 4,390,843), siADAR1 #1 (s1007), siADAR1 #2 (119,581), siCDK13 #1 (s16397), siCDK13 #2 (s16398), siCDK13 #3 (s16399). All siRNAs were transfected using Lipofectamine RNAimax (Thermo Fisher Scientific). Lentiviral plasmids expressing the wild-type (WT) CDK13, the c.308A > G edited (edit) form or the empty plasmid were designed and constructed by VectorBuilder Inc. (Chicago, IL). Puromycin was used for selection.

### RNA sequencing

Total RNA was isolated from transfected cells using the mirVana Isolation Kit (Ambion, Austin, TX) and was processed at the Dana Farber Molecular Biology Core Facility (two biological independent replicates). RNA quality was confirmed on the Agilent Bioanalyzer (Santa Clara, CA). Library preparation was performed using the KAPA mRNA HyperPrep Kit for poly(A +) (Roche; Basel, Switzerland). RNA-seq analysis was performed on the Illumina NextSeq 500 platform (San Diego, CA) using 75-bp paired-end reads. The data have been deposited in the NCBI Gene Expression Omnibus [21] and are accessible through the GEO Series accession number GSE165282 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165282).

### Differential expression analysis

Differential expression comparisons were performed for siControl *versus* siADAR#1 and siADAR#2. All samples were processed using an RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure that library generation and sequencing were suitable for further analysis. Adapter sequences and other contaminant sequences were trimmed from reads using Atropos [22]. Counts of reads aligning to known genes were generated by featureCounts [23]. In parallel, Transcripts Per Million (TPM) measurements per isoform were generated by quasialignment using the Salmon tool [24]. Normalization at the gene level was called with DESeq2 [23, 25], with preference to use counts per gene estimated from the Salmon quasialignments by Tximport [23, 25, 26]. The DEGreport Bioconductor package was used for quality control and clustering analysis (https://doi.org/10.18129/B9.bioc.DEGreport). DESeq2 was used for differential expression analysis.

### Variant calling analysis

BAM files were processed with GATK [27] following the best-practices for RNA-seq variant calling, to compile a list of nucleotide variants in each sample. In addition, we added an additional filter to remove calls within 10 bases of a junction on either side. Variants were annotated with the SnpEff tool [28]. For differential allele frequency analysis, we removed all annotated single nucleotide polymorphisms (SNPs), and fitted a linear model to the allele frequency values from the two groups: siADAR1 #1/2 and siControl. We employed the Benjamin-Horchberg method for p-value correction to deal with multiple testing.

### Splicing analysis

Differential splicing analysis was performed using Multivariate Analysis of Transcript Splicing (rMATS) (http://rnaseq-mats.sourceforge.net/) with default parameters. The RNA-seq reads were mapped to the human genome assembly GRCh38 using the STAR aligner. rMATS evaluates splicing per sample in two ways: by counting only the number of reads that map to the splice junctions (JC analysis), and by also counting the reads that map within the alternately spliced target region (JCEC analysis). The JCEC output was used for further analysis. Differential splice comparisons were performed for both siControl *versus* siADAR#1 and siControl *versus* siADAR#2. Inclusion and exclusion junction reads were averaged from replicates and used to calculate the Inclusion Level Difference (PSI score) for each splice site. Hits were filtered by removing sites with < 15 reads total in either sample average (siControl or siADAR1) and by using a false discovery rate (FDR) cut-off of < 0.05.

### Functional annotation of candidate genes

The genes obtained after the RNA-seq analysis were processed by The Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov) for functional annotation.

### RNA quantification

For gene expression analysis, total RNA was isolated with Trizol Reagent (Invitrogen). Template cDNA synthesis was performed using the NZY M-MuLV First-Strand cDNA Synthesis Kit (Nzytech, Lisbon, Portugal). Quantitative reverse transcription-PCR (qRT-PCR) was performed with the KAPA SYBR Fast Universal Kit from Sigma-Aldrich. (Madrid, Spain) All primers were purchased from Sigma-Aldrich and are described in Table S1.

### Verification of RNA editing sites

The RNA editing site c.308A > G was verified using RT-PCR with the following PCR primers: forward primer: 5’-CTCTGGAGGTCAAGCGGC-3’ and reverse primer: 5’-GACTGGGAGCTCACATCCTC-3’. PCR products were evaluated by Sanger sequencing and editing levels were calculated with INDIGO (https://www.gear-genomics.com/indigo/).

### Protein extraction and western blotting

Cells were lysed and proteins extracted with RIPA buffer [29]. Protein concentration was measured using the Bradford method (Bio-Rad Laboratories, Hercules, CA). Samples were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (Bio-Rad). Immunoreactive proteins were visualized by enhanced chemiluminescence (GE Healthcare Bioscience, Pittsburgh, PA).

### Immunofluorescence

Cells were seeded on coverslips for 48 h, washed with phosphate-buffered saline (PBS), fixed in 4% paraformaldehyde for 15 min, permeabilized with PBS containing 0.1% NP40 for 10 min, washed again and then blocked at room temperature with PBS-5% Tween containing 3% bovine serum albumin and 1:100 normal goat serum for 30 min. Coverslips were incubated with a 1:100 dilution of primary antibodies in blocking solution overnight at 4 °C, washed three times in PBS-5% Tween for 5 min and incubated for 1 h at room temperature with the secondary antibodies (Jackson Immunoresearch, West Grove, PA). After rinsing three times with PBS-5% Tween, with the last wash containing 1:5,000 4,6-diamidino-2-phenylindole (DAPI), cells were finally mounted on Prolong antifade reagent (Invitrogen, Carlsbad, CA). Cells were observed using a confocal microscope with × 63 oil immersion objective; × 2 zoom was used for Cal62 cells. Colocalization was analyzed using the Fiji-Coloc2 plugin.

### Antibodies

The following antibodies were obtained from Santa Cruz Biotechnology Inc. (Santa Cruz, CA): SP1 (sc-17824), tubulin (sc-5286) and vinculin (sc-73614). CDK13 (ab251955) and Fibrillarin (ab4566) antibodies were purchased from Abcam (Cambridge, UK). The GAPDH (MAB374) antibody was from EMD Millipore Corp. (Billerica, MA) and the hemagglutinin (HA) antibody (C29F4) was from Cell Signaling Technologies, (Danvers, MA).

### Proliferation and cell viability assays

Cell proliferation was measured by DNA synthesis using bromodeoxyuridine (BrdU) labeling with an assay from Sigma-Aldrich (#11,669,915,001). Briefly, cells were seeded in 96-well plates, pulse-labeled for 5 h with 10 μM BrdU, and BrdU incorporation was measured in a luminometer (Promega, Madison, WI) [30]. Cell viability was determined using an XTT metabolic assay (Canvax Biotech, Córdoba, Spain) and crystal violet staining. For XTT analysis, cells were seeded in 96-well plates and dye reduction was recorded on a spectrophotometer after 72 h. For crystal violet staining, Cal62 and TPC1 cells were seeded in each well of a 6-well plate. Individual wells were fixed in 4% paraformaldehyde after 7–10 days and stained with crystal violet. After extensive washing and drying, the staining reagent was resolubilized in 1% acetic acid and quantified at 590 nm as an indirect measure of cell number.

### Invasion assay

Cell invasion was assayed in Transwell cell culture chamber filters coated on the upper side with Matrigel (Corning BioCoat, Corning, NY), as described [29, 30]. Briefly, 45,000 Cal62 cells or 50,000 TPC1 cells in DMEM containing 0.2% FBS were seeded in the upper chamber and 20% FBS was added to the bottom chamber as a chemoattractant. Cells were allowed to invade for 22 h. For the analysis of cell invasion using the CDK13-WT and -EDIT constructs, a total of 35,000 Cal62 and 15,000 TPC1 cells were used.

## Results

### Consequences of *ADAR1* knockdown on global gene expression

We previously demonstrated a key role for *ADAR1* in thyroid tumorigenesis [10]. Loss-of-function of *ADAR1* profoundly repressed proliferation, invasion, and migration in human thyroid tumor cell models and inhibited tumor growth in an in vivo xenograft model. Encouraged by these results, here we further investigated the function of *ADAR1* in thyroid cancer by examining the consequences of *ADAR1* knockdown on global gene expression. We performed RNA-seq in Cal62 thyroid cancer cells and compared the mRNA expression of siControl cells (transfected with a control siRNA) with those silenced for *ADAR1* using two independent siRNAs (ADAR1 #1 and ADAR1 #2). 

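Cal62 is a human thyroid tumor cell line. Poly(A)+ RNA was sequenced with 75-bp paired-end reads from 2 biological replicates of each transfection, so the data comprise 6 libraries, 2 each of siControl, siADAR1 #1 and siADAR1 #2. The sample labels name 1 sample per transfection, with 2 columns of values for each. These columns were taken as the 2 biological replicates that the paper's methods give. The time between transfection and RNA isolation is not stated for these libraries in the paper's text. The authors trimmed adapters with Atropos, counted reads on known genes in the bcbio-nextgen pipeline and normalized the counts with DESeq2. The deposited table gives 58333 genes by their Ensembl identifiers, with a variance-stabilized log2 value in each library that approaches the log2 of the normalized count for highly expressed genes. When this transformation was undone, 100% of the values in every library came out as whole numbers of reads, within a tolerance of 0.1. The recovered reads added up to 49173897 and 46219651 in siControl, 50029763 and 38212544 in siADAR1 #1, and 39792163 and 30114840 in siADAR1 #2. The median total was 47696774 in siControl, 44121154 in siADAR1 #1 and 34953502 in siADAR1 #2. The 10 most abundant genes took between 5.51% and 7.51% of the reads of a library. A gene with 3 reads, the limit that a count of 0 allows, had between 2.81 and 4.39 normalized counts depending on the library. Genes were filtered at a mean of 10 normalized counts over the 6 libraries. This limit is nominal, since the normalized count at the filter was 7.617. The filter kept 20858 genes. Their log2 values were compared with limma (eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed with the paper's thresholds, an adjusted p-value under 0.05 and a log2FC beyond 0.5 in either direction. The 4 siADAR1 libraries were first treated as 1 group against siControl, since Fig. 1A shows both siRNAs against siControl in 1 volcano plot. The paper does not state whether it pooled these libraries. Each siRNA was then compared with siControl, and with the other siRNA, in a fit with 3 groups.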

Of note, the two siRNAs employed targeted both the p150 and p110 *ADAR1* gene forms (Supplementary Figure 1).

We considered significant differences as those with an FDR-adjusted p-value < 0.05 and a log_2_ Fold Change (FC) < -0.5 for the downregulated events and a log_2_FC > 0.5 for the upregulated events. 

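With the 4 siADAR1 libraries as 1 group, 0 of the 20858 genes tested had an adjusted p-value under 0.05. The smallest adjusted p-value was 0.0988 (limma), while 2916 genes (14.0%) had an unadjusted p-value under 0.05. All 4 siADAR1 libraries lay below both siControl libraries for 3462 genes and above both for 2502 genes. Chance alone would place 13.3% of the genes in either of these sets. The choice that moved the count most was the design. With siADAR1 #1 and siADAR1 #2 as separate groups and the average of their changes tested, 3585 genes were called, 2325 downregulated and 1260 upregulated. Of these, 1084 were also called in the same direction with each siRNA, and 2016 differed between the siRNAs.
With siADAR1 #1 alone, 2212 genes were downregulated and 1290 upregulated, 3502 in all. The count for siADAR1 #1 depended most on how the spread between replicates was modelled, and it was 1347 when limma's eBayes was run without a trend. With siADAR1 #2, 3232 genes were downregulated and 2309 upregulated, 5541 in all. Both siRNAs called 1408 genes, of which 711 were downregulated with both, 373 were upregulated with both and 324 changed in opposite directions. The number called in the same direction, 1084, was larger than in 50 simulated draws in which the changes with the siRNAs were unrelated, where it averaged 537 and ranged from 487 to 613. Between the siRNAs themselves, 6838 genes differed. Across the 20858 genes, which are not independent replicates, the log2FC values of the siRNAs had a Pearson r of 0.26 and a Spearman rho of 0.25. This correlation includes the siControl libraries that both comparisons share, and r was 0.12 or 0.11 when each siRNA was set against a different siControl library. No draws were simulated with separate siControl libraries, so 0.12 and 0.11 have no simulated value beside them. In the simulated draws with unrelated changes, where the comparisons also shared siControl libraries, r was between 0.10 and 0.13. That lies below the 0.26 measured with shared siControl libraries. In simulated draws with no change at all, where the shared siControl libraries alone link the comparisons, r was between 0.47 and 0.53. Without siControl replicate 2, r was 0.38.

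**Figure D1:**
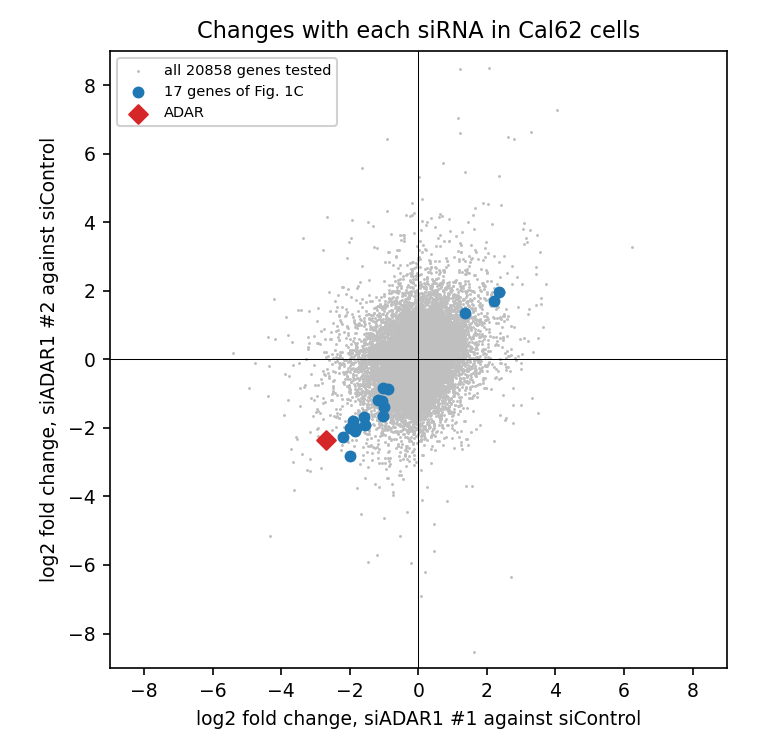
The log2FC of each of the 20858 genes tested in Cal62 cells, siADAR1 #1 against siControl on the x axis and siADAR1 #2 against siControl on the y axis, each the difference of the means of 2 libraries. ADAR (diamond) and 17 genes that the authors also measured by qPCR (large points) lie near the diagonal. The paper chose these 17 genes from its sequencing results. The cloud of all genes (small points), which were not chosen, has r = 0.26.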

We found that 491 genes were downregulated and 355 genes were upregulated upon *ADAR1* knockdown (Fig. 1A). Reassuringly, *ADAR1* emerged as one of the main downregulated genes, confirming its knockdown in these cells (Fig. 1A). 

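ADAR, the gene that encodes ADAR1 (ENSG00000160710), lies on the reverse strand of chromosome 1 of GRCh38 from 154581695 to 154628013. It had 10015 and 11472 reads in the siControl libraries, 1420 and 1788 in siADAR1 #1, and 1467 and 1999 in siADAR1 #2. The mean was 11304 ± 562 normalized counts (SD, n = 2) in siControl and 1787 ± 649 (SD, n = 2) in siADAR1 #1, which is 15.8% of siControl. In siADAR1 #2 it was 2296 ± 894 (SD, n = 2), or 20.3% of siControl. With both siRNAs as 1 group the log2FC was -2.53 (standard error 0.32, adjusted p-value 0.0988, limma), the 30th largest fall among the genes tested. The log2FC was -2.71 with siADAR1 #1 (standard error 0.30, adjusted p-value 0.00295, limma) and -2.35 with siADAR1 #2 (standard error 0.30, adjusted p-value 0.00128, limma), and the levels left by the siRNAs did not differ by the test between them (adjusted p-value 0.404, limma). With each library left out in turn, the log2FC for both siRNAs stayed between -2.73 and -2.35. The table gives 1 value per gene, so the p150 and p110 forms are not separated. Of the paralogs, ADARB1 had a log2FC of 0.87 with both siRNAs (standard error 0.26, adjusted p-value 0.23, limma), which was 0.57 without siControl replicate 2. It was called with the average of the separate groups (adjusted p-value 0.0247; 0.00286 to 0.332 over all settings) and with siADAR1 #2 (log2FC 0.97, adjusted p-value 0.0203; 0.00176 to 0.0738 over all settings, the highest without a trend in eBayes). With siADAR1 #1 the log2FC was 0.77 (adjusted p-value 0.0651) and 8 alternatives called it, over a range of 0.00883 to 0.16, the lowest with the replicate number as a block. Without siControl replicate 2 it was 0.47. ADARB2 had 4 reads or fewer in every library.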

Functional annotation of the deregulated genes showed an enrichment of genes involved in cell cycle, DNA replication, cell division and cytoskeleton among the downregulated genes, and genes involved in apoptosis among the upregulated genes (Fig. 1B). These results fit well with the reduced proliferation, invasion and cell viability after *ADAR1* silencing in thyroid cancer models [10]. 

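The terms of Fig. 1B came from DAVID, which was not rerun here; fixed gene lists stood in for them and were tested with limma's camera (inter-gene correlation 0.01) against all genes tested, with p-values adjusted over 18 lists. In the comparison of both siRNAs with siControl, the 43 S phase genes all fell, with a median log2FC of -0.78 (adjusted p-value 3.88e-19). The median was -0.66 for the 54 G2/M genes (51 fell, adjusted p-value 3.1e-16), -0.74 for the 54 DNA replication genes (52 fell, adjusted p-value 2.19e-18) and -0.72 for the 65 genes of mitosis and cell division (64 fell, adjusted p-value 9.27e-22). These lists overlap, and 27 genes belong to both the G2/M and the division list. The 62 cytoskeleton genes had a median of -0.46 (43 fell, adjusted p-value 4e-05). Camera asks whether a list shifted against the other genes. Fry asks whether the genes of a list changed at all, and takes their correlation from the libraries. Under fry, the S phase and cytoskeleton lists kept an adjusted p-value under 0.05 (both 0.0456), and the other 3 of these lists lay between 0.0502 and 0.0744. With the replicate number as a block, fry gave 0.103 for the S phase and cytoskeleton lists. With an inter-gene correlation estimated within camera, none of the 18 lists passed (0.0588 to 0.882). With siADAR1 #2 alone, fry gave 0.0113 for the S phase, G2/M, DNA replication and division lists and 0.0141 for the cytoskeleton list. With the replicate block these became 0.0578 and 0.0725. With siADAR1 #1 alone, none of these lists passed fry (0.0702 to 0.0892).
Gene by gene, with both siRNAs as 1 group, 0 members of these lists were called over all genes tested. Adjusted over the list alone, 24 S phase, 21 G2/M, 26 DNA replication, 31 division and 13 cytoskeleton genes were called in this comparison. With siADAR1 #1, 23 S phase, 17 G2/M, 23 DNA replication, 28 division and 29 cytoskeleton genes were called over all genes tested (25, 18, 27, 30 and 29 adjusted over the list alone). With siADAR1 #2 the counts were 36, 49, 46, 61 and 29 (37, 49, 47, 61 and 31 adjusted over the list alone). The S phase median was -0.53 with siADAR1 #1 and -0.95 with siADAR1 #2, and the G2/M median was -0.30 and -0.96. Over all settings the G2/M median lay between -0.40 and -0.16 with siADAR1 #1 and between -1.06 and -0.82 with siADAR1 #2. For DNA replication the medians were -0.51 and -0.99, for division -0.45 and -0.98, and for the cytoskeleton -0.23 and -0.40. Whether these medians differ between the siRNAs was not tested. The cytoskeleton list passed camera with each siRNA (adjusted p-value 0.0183 and 6.47e-06) but not with siADAR1 #1 after quantile normalization (0.0593), a filter at 50 normalized counts (0.0941) or fry (0.0861), over a range of 0.000585 to 0.67 for all settings. Its median with siADAR1 #1 was -0.15 without siControl replicate 1.
The 66 apoptosis genes had a median of 0.12, with 37 rising and 29 falling (adjusted p-value 0.0643 under camera and 0.203 under fry). With both siRNAs as 1 group, 10 were called adjusted over the list alone, against 0 over all genes. Over all genes tested, 25 were called with siADAR1 #1 (16 up, 9 down; 28 adjusted over the list alone) and 33 with siADAR1 #2 (16 up, 17 down; 35 adjusted over the list alone), and both siRNAs raised 9 and lowered 4. Among all 20858 genes tested, both siRNAs raised 373 and lowered 711. Whether the apoptosis list is over-represented among called genes was not tested. Over all settings the adjusted p-value of this list lay between 0.0217 and 0.461. It was 0.0217 with the filter at 50 normalized counts, 0.0231 after quantile normalization, 0.044 without siADAR1 #1 replicate 1 and 0.0246 without siADAR1 #2 replicate 1. The median was 0.21 without siADAR1 #1 replicate 1, 0.06 without siADAR1 #1 replicate 2 or siControl replicate 2, and 0.07 without siADAR1 #2 replicate 2. With siADAR1 #1 alone the median was 0.07 (adjusted p-value 0.0107 under camera and 0.186 under fry), which became 0.25 without siControl replicate 1, 0.04 without siADAR1 #1 replicate 2, 0.14 without siADAR1 #1 replicate 1 and -0.02 without siControl replicate 2. With siADAR1 #2 alone it was 0.05 (adjusted p-value 0.428), which became 0.18 without siControl replicate 1, 0.09 without siADAR1 #2 replicate 1, 0.02 without siADAR1 #2 replicate 2 and -0.06 without siControl replicate 2. Among the 60 apoptosis genes that are not also listed as targets of the stress-induced transcription factor ATF4, 32 rose, with a median of 0.08. From the enriched terms, the paper states that the expression changes fit with the reduced proliferation, invasion and viability it reported earlier for thyroid cancer models after ADAR1 silencing.

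**Figure D2:**
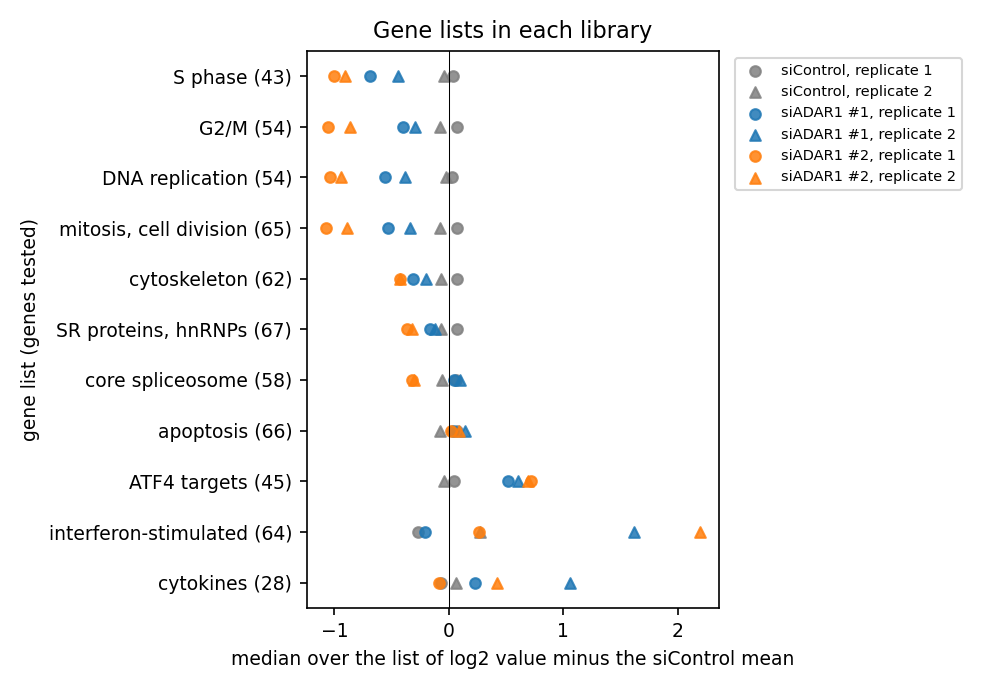
For each gene list (number of genes tested in brackets), the median over its genes of the log2 value in 1 library minus the siControl mean, with circles for replicate 1, triangles for replicate 2, grey for siControl, blue for siADAR1 #1 and orange for siADAR1 #2. In the S phase, G2/M, DNA replication and division lists all 4 siADAR1 libraries lie below both siControl libraries, with siADAR1 #2 lowest.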

Some studies have previously implicated ADAR1 in alternative splicing regulation [3, 4] and, notably, genes involved in the alternative splicing process were well represented in our downregulated data set (Fig. 1B). 

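Genes of SR proteins and hnRNPs, which guide the choice of splice sites, and genes of the core spliceosome were tested as separate lists. Of the 67 SR protein and hnRNP genes, 47 fell with both siRNAs, and the median log2FC was -0.23 (adjusted p-value 0.00107 under camera and 0.141 under fry). It was -0.14 with siADAR1 #1 (adjusted p-value 0.102, camera), where centring the libraries on their medians brought it to 0.0060 and dropping the filter on low values brought the adjusted p-value to 0.0135 (0.0135 to 0.67 over all settings), and -0.34 with siADAR1 #2 (adjusted p-value 0.000142 under camera and 0.0241 under fry, or 0.0847 under fry with the replicate number as a block). After quantile normalization the list no longer passed with both siRNAs (median -0.11, adjusted p-value 0.0749), over a range of 5.99e-05 to 0.461 for all settings. With siADAR1 #1, 14 of its genes were called over all genes tested (15 adjusted over the list alone), and with siADAR1 #2, 27 were called (27 adjusted over the list alone). Both siRNAs lowered 6 genes and raised 1. The 3 members with the smallest adjusted p-values were HNRNPUL1, HNRNPH3 and HNRNPUL2.
The 58 core spliceosome genes had a median of -0.11 with both siRNAs (41 fell, adjusted p-value 0.0916, camera). The median was 0.08 with siADAR1 #1 (34 rose, adjusted p-value 0.102) and -0.31 with siADAR1 #2 (48 fell, adjusted p-value 5.48e-05 under camera and 0.0238 under fry, or 0.0847 under fry with the block), and the difference between these medians was not tested. With siADAR1 #1 the list rose past the threshold after median centring (0.22, adjusted p-value 0.0107), quantile normalization (0.14, adjusted p-value 0.014) or removal of the trend with GC content and gene length (0.09, adjusted p-value 0.0442), over a range of 0.0107 to 0.67. Without siControl replicate 1 this median was 0.12, without siControl replicate 2 it was 0.02 and without siADAR1 #1 replicate 2 it was 0.04. With both siRNAs it fell past the threshold without a filter on low values (adjusted p-value 0.0253) and without siADAR1 #1 replicate 1 (-0.16, adjusted p-value 0.0244) or replicate 2 (-0.21, adjusted p-value 0.0112), over a range of 0.0112 to 0.959. Without siADAR1 #2 replicate 1 the median was -0.05, and without siADAR1 #2 replicate 2 it was -0.07. Of its genes, 8 were called over all genes tested with siADAR1 #1 and 13 with siADAR1 #2, the same numbers as adjusted over the list alone.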

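As a group of transcription regulators, the 444 tested genes whose symbol is ZNF followed by a number were compared with all other genes. With both siRNAs 304 of them fell and 140 rose, with a median log2FC of -0.20 (adjusted p-value 0.00107 under camera and 0.0456 under fry, or 0.103 under fry with the replicate number as a block). The median was -0.24 with siADAR1 #1 (300 fell, adjusted p-value 0.00424, camera) and -0.12 with siADAR1 #2 (273 fell, adjusted p-value 0.106, camera). With siADAR1 #1, 71 ZNF genes were called downregulated and 19 upregulated, and with siADAR1 #2, 78 and 22. Both siRNAs lowered 29 of these genes and raised 5. Over all genes tested the calls came to 90 with siADAR1 #1 and 100 with siADAR1 #2, and adjusted over the list alone to 94 and 95. With both siRNAs as 1 group they came to 0 either way. With siADAR1 #2 the list passed without a filter on low values (adjusted p-value 0.0136) and under fry (0.0487, or 0.144 with the block), over a range of 0.0136 to 0.752, and its median was -0.18 without siControl replicate 2. The median for both siRNAs stayed negative under every scaling, from -0.27 to -0.12 over all settings. With siADAR1 #1 the list did not pass after quantile normalization (adjusted p-value 0.0722) or with the filter at 50 normalized counts (0.0515) or under fry (0.0702), over a range of 4.36e-05 to 0.67. The 3 members with the smallest adjusted p-values were ZNF883, ZNF681 and ZNF300.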

Finally, genes associated with transcription and regulation were also enriched in the downregulated data set (Fig. 1B). 

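The authors also measured 17 genes by qPCR (Fig. 1C), which the paper took from the highly significant candidates of its sequencing. These genes were read out in the same sequencing data. Their direction and calls here follow from that choice and are not independent support. All 14 genes that fell and all 3 that rose in the figure moved in the same direction in the libraries, with each siRNA. For each of the 17, the 4 siADAR1 libraries lay beyond both siControl libraries. All 17 were called with siADAR1 #1 (adjusted p-values from 0.00199 to 0.013, limma) and with siADAR1 #2 (from 0.000338 to 0.00698). With the siRNAs as 1 group 0 of the 17 were called (adjusted p-values from 0.0988 to 0.155), and with the average of the separate groups 17 were (0.00167 to 0.00515). When eBayes was run without a trend, 13 of the 17 were called with siADAR1 #1, and CDK6, MMP16, MMP14 and TOX2 were not (adjusted p-values of all 17 from 0.0352 to 0.0642). All 17 kept their direction in each of the settings tried with the siRNAs as 1 group.
Among the cell cycle genes, MYBL2 (chromosome 20, 43667019 to 43716495) fell most, from 13.33 ± 0.09 (log2 value, mean ± SD, n = 2) in siControl to 11.51 ± 0.46 in siADAR1 #1 and 11.33 ± 0.0014 in siADAR1 #2. Its log2FC with both siRNAs was -1.91 (standard error 0.21). CDCA2, PLK1, CDK6 and PCNA had log2FC values of -1.13, -1.18, -1.34 and -0.88. CDK6 was the only gene of the 17 whose change differed between the siRNAs, with a log2FC of -1.04 with siADAR1 #1 and -1.65 with siADAR1 #2 (adjusted p-value of the difference 0.0352, limma). In siADAR1 #1 replicate 2, CDCA2 (11.00) lay apart from the other siADAR1 libraries (10.70 to 10.75).
Of the extracellular genes, COL4A5 had a log2FC of -1.86, COL1A2 of -1.64, MMP16 of -1.19 and MMP14 of -0.93. As a list, the 66 collagen, MMP, laminin and integrin genes tested, which include these 4, had a median of -0.18 (39 fell, adjusted p-value 0.0851, camera). The median was -0.32 with siADAR1 #1 (45 fell, adjusted p-value 0.0087, camera; 0.0702 under fry) and -0.01 with siADAR1 #2 (33 fell, adjusted p-value 0.949). With siADAR1 #2 the sign changed with the setting, from -0.12 without siControl replicate 2 to 0.06 after quantile normalization. It was 0.01 without siControl replicate 1 and 0.03 without a filter on low values. Without siControl replicate 2 the median for both siRNAs was -0.33 and without siADAR1 #1 replicate 1 it was -0.11. It passed the threshold without siADAR1 #2 replicate 1 (-0.31, adjusted p-value 0.0282) or without siADAR1 #2 replicate 2 (-0.23, adjusted p-value 0.0464), over a range of 0.0282 to 0.412. With siADAR1 #1 it was -0.20 without siControl replicate 1. Of the 66 genes, 20 were called over all genes tested with siADAR1 #1 and 24 with siADAR1 #2 (20 and 25 adjusted over the list alone).
The transcription regulators TOX2, HOXB5, ID1 and ZNF681 had log2FC values of -2.41, -2.24, -1.98 and -1.74, and that of NFIA lay between those of HOXB5 and ID1. The apoptosis genes DDIT4 (chromosome 10, 72273919 to 72276036), CHAC1 (chromosome 15, 40952962 to 40956512) and TRIB3 (chromosome 20, 362835 to 397559) rose by 2.15, 1.96 and 1.36 on the log2 scale (standard errors 0.26, 0.28 and 0.15).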

We validated some of the RNA-seq results by qPCR in *ADAR1*-knockdown Cal62 cells; specifically, the highly significant candidate genes related to the aforementioned processes of cell cycle, extracellular organization, transcription regulation and apoptosis (Fig. 1C).

**Fig. 1:**
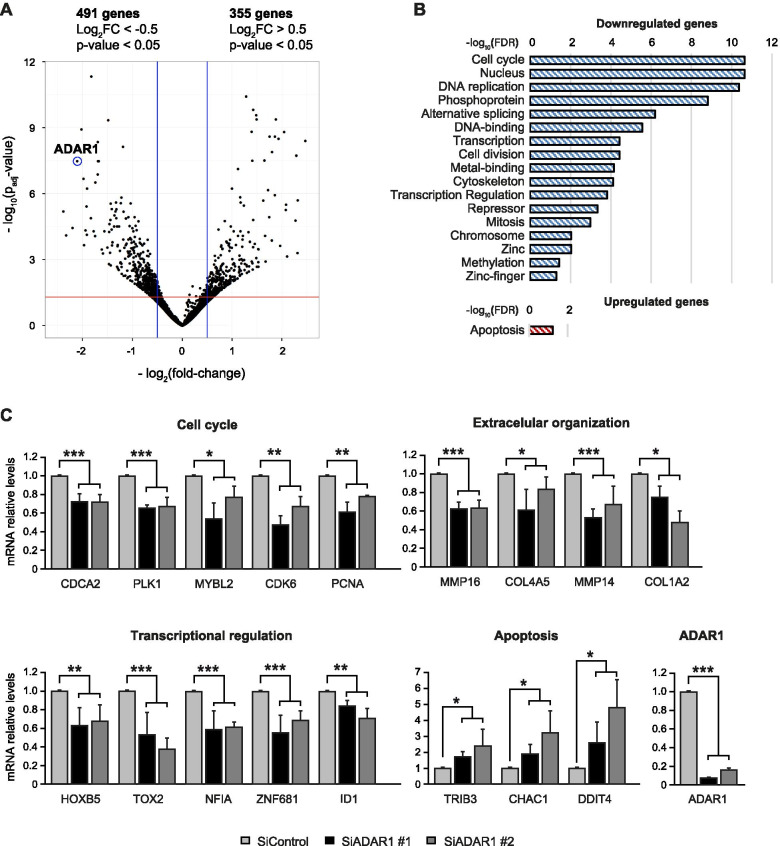
Effect of *ADAR1* knockdown on differential gene expression. **A** Volcano plot representing the RNA-seq differential expression analysis of Cal62 cells comparing siControl *versus* siADAR1 #1 and #2. *ADAR1* is highlighted in the figure among the downregulated genes. **B** Functional annotation for the down- and up-regulated genes. **C** RT-qPCR validation of dysregulated genes 72 h after *ADAR1* knockdown in Cal62 cells (*n* = 4). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment as assessed with Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### ADAR1 has a major influence on global splicing patterns

Given our results and the link between A-to-I RNA editing of pre-mRNAs by ADARs and splicing regulation [3, 4], we aimed to examine how ADAR1 editing globally influences alternative splicing. Several types of alternative splicing have been experimentally described [31], including skipped exons (SE), retained introns (RI) in the mature mRNA, mutually exclusive exons (MXE) and alternative 5’ or 3’ splice sites (A5SS or A3SS). We used the rMATS tool to determine differential alternative splicing [32] and filtered out events with < 15 total junction reads. We considered as significant events those with an FDR-adjusted p-value < 0.05 and an Inclusion Level Difference < -0.2 for downregulated events and > 0.2 for upregulated events. This analysis revealed 1075 high-confidence differential splicing events when comparing the siControl cells and the *ADAR1*-silenced cells using siRNA #1, and 776 high-confidence differential splicing events with the siRNA #2, with 114 differential alternative splicing events common in both comparisons (Fig. 2A). These results suggest that *ADAR1* silencing has an influence on the global splicing pattern of thyroid cancer cells. Among the alternative splicing types observed in the 114 common events, the majority were SE (85.96%) followed by A5SS (5.26%), RI (3.51%), MXE (2.63%) and A3SS (2.63%) (Fig. 2B). Regarding the affected splicing events, their inclusion was either repressed or promoted by ADAR1, although a general higher inclusion was observed in siADAR1 cells (data not shown). Functional annotation of the common alternately spliced genes revealed that the enriched genes were mainly involved in alternative splicing itself and in cytoskeleton processes (Fig. 2C). This latter finding may explain, at least in part, the suppression of migration and invasion observed in *ADAR1*-silenced cells [10]. As before, we experimentally validated the alternative splicing of selected candidate genes involved in cytoskeleton regulation by qPCR assays designed to distinguish between the spliced transcripts (Fig. 2D).

**Fig. 2:**
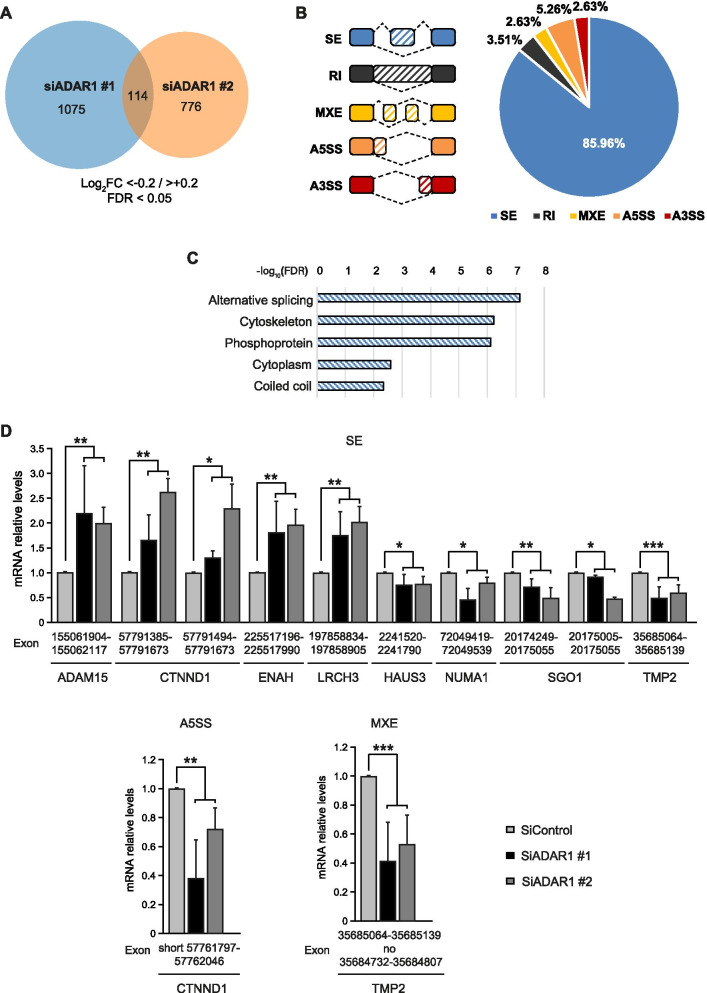
Consequences of *ADAR1* knockdown on alternative splicing. **A** Venn diagram representing the significant (FDR < 0.05 and Inclusion Level Difference < -0.2 / < 0.2) alternative splicing events differing between siControl and siADAR1 #1 (blue) or siADAR1 #2 (orange) in Cal62 cells. One hundred and fourteen events were common in both analyses. **B** Left panel: Schematic of the alternative splicing events analyzed. Right panel: Pie chart of events with significantly different inclusion levels (FDR < 0.05 and Inclusion Level Difference < -0.2 / < 0.2) upon *ADAR1* knockdown. Abbreviations: SE, skipped exon; RI, retained intron; MXE, mutually exclusive; A5SS, alternative 5’ splice site; A3SS, alternative 3’ splice site. **C** Functional annotation for the genes that present with significant differential alternative splicing events after *ADAR1* silencing. **D** RT-qPCR validation of ADAR1-regulated alternative splicing events for indicated genes 72 h after siRNA transfection in Cal62 cells (*n* = 4). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment as assessed with Student´s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### ADAR1 edits hundreds of transcripts in thyroid cancer cells

We next analyzed the editing profile under the same conditions. A-to-I editing occurs at the level of RNA, but when the RNA is reverse transcribed to complementary DNA the inosine is converted to guanine. This A-to-G conversion, which is evidence of RNA editing, can be identified by comparing cDNA sequences with the reference genome. Global single nucleotide variant analysis revealed an enrichment in A>G or complementary T>C changes in *ADAR1*-silenced cells, which is to be expected since ADAR1 is responsible for A-to-I editing (Fig. 3A). Moreover, the total number of variants was dramatically repressed by silencing of *ADAR1* (Fig. 3B). These data confirm that *ADAR1* knockdown reduces global editing activity. After SNP filtering, 122 A-to-I editing events (FDR < 0.05) were found in the transcriptome of the siControl cells and were markedly lower in siADAR1 #1 and #2 cells (FC > 0). Based on location, the RNA editing sites could be divided into different categories: 3’ untranslated region (UTR), 5’UTR, upstream and downstream gene regions, missense, nonsense or synonymous. We identified 113 RNA editing sites in 3’UTRs, 6 in downstream and 2 in upstream gene regions, and 1 missense variant (Fig. 3C). Notably, most of the genes that showed a dissimilar alternative splicing pattern were not found among the edited transcripts. This phenomenon has been previously observed [3, 4] and suggests that the regulation of splicing directly by alteration of splicing-related motifs may not be the sole mechanism by which ADAR1 mediates splicing regulation. RNA editing events within transcripts of genes related to the splicing machinery or editing-independent ADAR1 regulation may also globally affect the splicing of many transcripts.

**Fig. 3:**
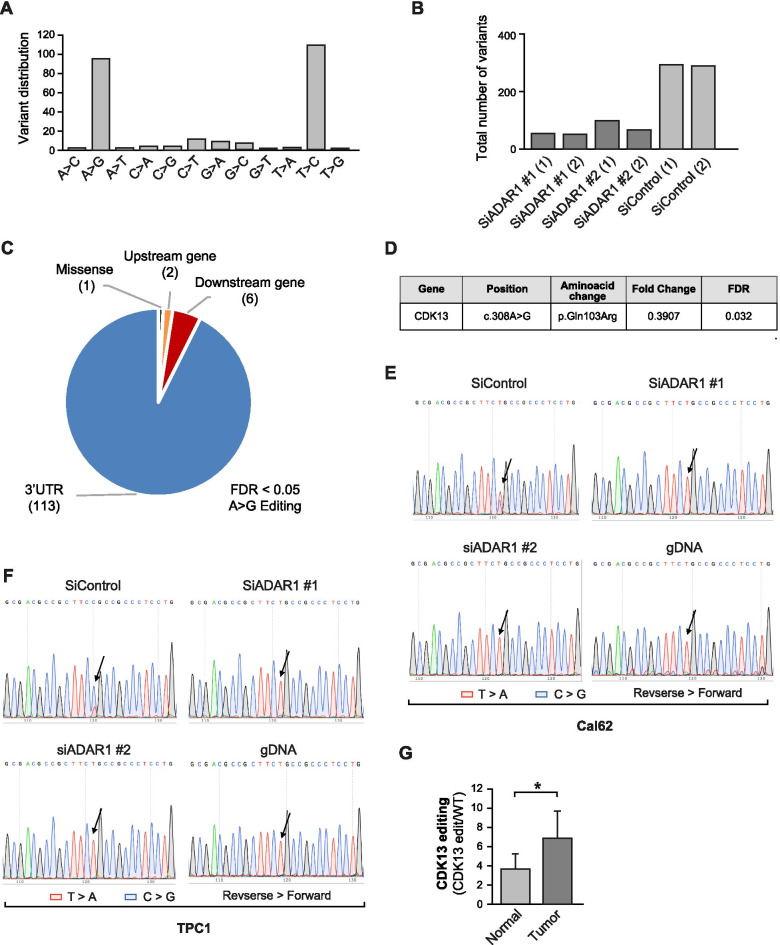
ADAR1 edits *CDK13* transcript at position c.308A > G. **A** Distribution of 12 types of nucleotide changes across the entire transcriptome of Cal62 cells after *ADAR1* knockdown, as profiled by RNA-seq. **B** RNA-seq analysis showing a global reduction in the total number of variants after *ADAR1* silencing. **C** Distribution of A-to-I editing sites over annotated genomic regions. Abbreviations: UTR, untranslated region. **D** Details of the position and significance of the *CDK13* editing event that is downregulated after *ADAR1* knockdown in Cal62 cells. Fold-change and FDR refers to the allele frequency change in siControl *versus* siADAR1. **E** and **F** Sanger sequencing chromatograms using a reverse primer illustrate editing of the selected *CDK13* event in siControl, siADAR1 #1, siADAR1 #2 and genomic DNA (gDNA) in Cal62 (**E**) and TPC1 (**F**) thyroid cancer cell lines. **G** CDK13 c.308 A > G editing frequency in normal (*n* = 6) and PTC tumor samples (*n* = 6) calculated by taking the peak area of G *versus* A using Indigo. Error bars indicate standard deviations. Asterisks denote statistical significance as assessed with Student’s t-test (two-tailed). * *p* < 0.05

### *CDK13* is edited in thyroid cancer cells

We focused on the editing event that produced the one missense mutation because of its potential impact on the resulting protein by amino acid substitution, affecting protein conformation, localization and/or interactions. This editing event occurred in the *CDK13* transcript, a gene related to splicing [19, 20] and transcription [18] (Fig. 1B). Of note, the involvement of *CDK13* in the splicing process could explain, at least in part, the effect of ADAR1 on the observed global splicing patterns (Fig. 2). The editing site was located at position 308 (c.308A > G) on the cDNA, and resulted in an amino acid change from glutamine to arginine at position 103 (Q103R) of the CDK13 N-terminal region (Fig. 3D). 

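In the GRCh38 reference with the GENCODE annotation, CDK13 (ENSG00000065883) lies on the forward strand of chromosome 7 from 39950121 to 40099580. Base 308 of its coding sequence is an A at position 39950949, in exon 1 of 14, which runs from 39950256 to 39951852 (1597 bp) and contains the start of the coding sequence at 39950642. The 20 reference bases before the site are GAGGCGCGCAGGAGGGCGGC and the 20 after it are GAAGCGGCGTCGCGGGCCCC. The change A308G, counted from the first base of the coding sequence, turns codon 103 from CAG into CGG, and residue 103 from Q into R, in a protein of 1512 residues. Around this residue the reference protein reads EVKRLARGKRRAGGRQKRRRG. The exon has a GC content of 73.5% and the 50 bases on either side of the site together with it 76.2%. The product of the RT-PCR primers spans 39950898 to 39951099, 202 bp with a GC content of 72.3%.
The table of values is by gene, so the editing level at the site was not analysed here. The expression of the whole gene was 3301 ± 17.8 normalized counts (SD, n = 2) in siControl, with 3020 and 3249 reads. It was 2548 ± 189 (SD, n = 2) in siADAR1 #1, with 2582 and 2135 reads, and 2997 ± 95.0 (SD, n = 2) in siADAR1 #2, with 2702 and 2000 reads. The log2FC of CDK13 was -0.26 with both siRNAs (standard error 0.16, adjusted p-value 0.537, limma), -0.38 with siADAR1 #1 (standard error 0.12, adjusted p-value 0.0593, limma) and -0.14 with siADAR1 #2 (standard error 0.12, adjusted p-value 0.412, limma). With siADAR1 #2 it was 0.01 after quantile normalization. None of these changes passed the paper's thresholds.

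**Figure D3:**
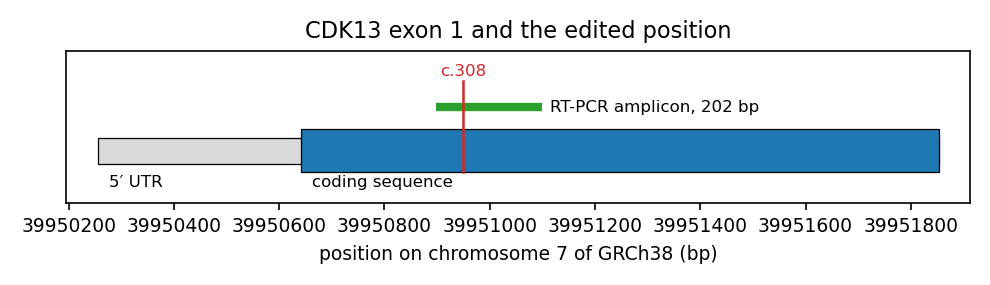
Exon 1 of CDK13 drawn to scale along chromosome 7 of GRCh38 (x axis, bp), with the 5′ UTR in grey and the coding sequence in blue. The edited base, c.308, lies at 39950949 inside the 202-bp RT-PCR product.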

To confirm *CDK13* editing in the Cal62 cell line used for RNA-seq, we performed Sanger sequencing for both cDNA (obtained directly from RNA) and genomic DNA (gDNA). As shown in Fig. 3E, a high frequency of *CDK13* RNA editing was detected in siControl cells but not in equivalent *ADAR1*-silenced cells or in the gDNA sequence. Identical results were obtained in a second thyroid cancer cell line, TPC1, in which the edited form was even more abundant than the WT form in control cells (Fig. 3F). Thus, the CDK13 c.308A > G editing event is present in thyroid tumor cells and is dependent on ADAR1 expression.

Importantly, when we analyzed the WT and edited forms of *CDK13* by RT-PCR and Sanger sequencing in PTC and contralateral normal tissue from 6 patients, we found a significantly higher level of edited *CDK13* in the tumor tissue samples (Fig. 3G). These data suggest that *CDK13* editing also occurs in thyroid tissue and that, in accordance with the high A-to-I editing activity observed in thyroid cancer [7, 8], a higher editing rate of *CDK13* is evident in tumor samples. While we acknowledge that the number of thyroid tumor samples analyzed is small, these data support the in vitro observations and indicate that the editing event is a significant phenomenon.

### *CDK13* silencing reduces proliferation, viability and invasion in thyroid cancer cells

There are few studies on the role of *CDK13* in cancer [33, 34] and, to our knowledge, none of them have addressed its role in thyroid cancer. To examine the function of *CDK13* and how its expression affects the main cancer hallmarks in thyroid cancer, we performed loss-of-function assays using three independent siRNAs that markedly decreased *CDK13* RNA and protein levels in Cal62 and TPC1 thyroid cancer cells (Fig. 4A, B). We observed that *CDK13* silencing inhibited cell proliferation, as measured by BrdU incorporation (Fig. 4C), and cell viability, as measured by XTT dye reduction and crystal violet staining (Fig. 4D–E). Notably, *CDK13* knockdown suppressed cell invasion (Fig. 4F), a fundamental hallmark for cancer progression and dissemination, pointing to an oncogenic role for *CDK13* in thyroid cancer cells.

**Fig. 4:**
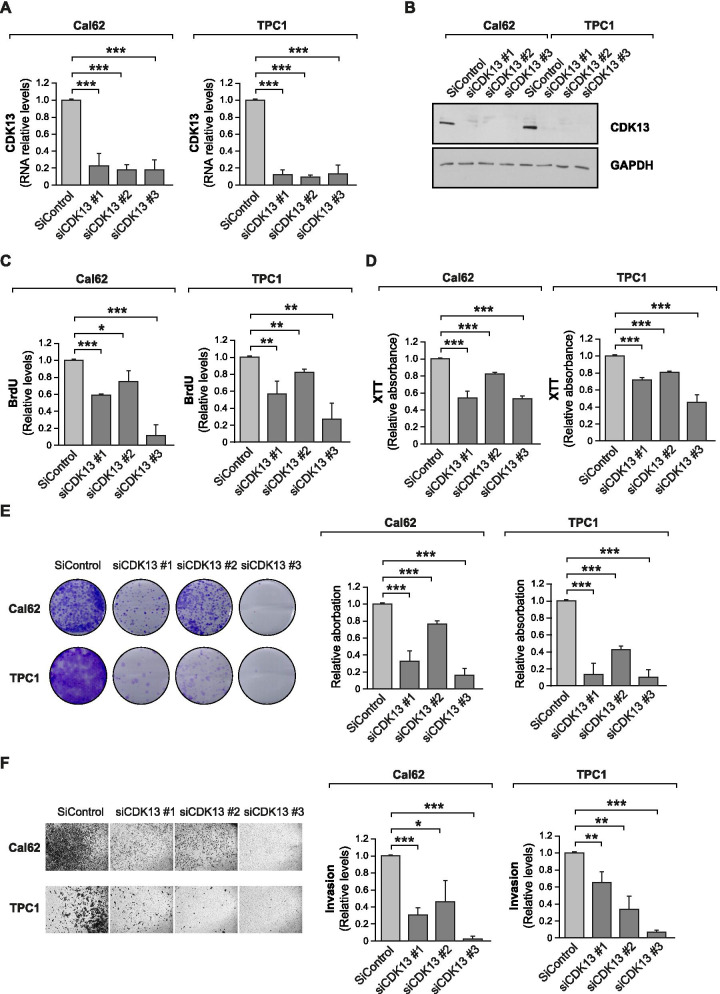
CDK13 is functionally important for thyroid cancer development. Cal62 and TPC1 cells were transfected with three independent siRNAs against *CDK13* or a control siRNA (siControl). **A** *CDK13* RNA relative levels (*n* = 3). **B** Representative western blotting for CDK13. GAPDH was used as loading control. **C** Proliferation by BrdU incorporation (*n* = 3). **D** and **E** Viability assays tested by XTT dye reduction (*n* = 3) (**D**) or crystal violet staining (*n* = 4) (**E**). **F** Matrigel Transwell invasion assay (*n* = 3). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment as assessed with Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### Edited CDK13-Q103R promotes aggressive phenotypes of thyroid cancer cells

We further investigated CDK13 because of its oncogenic behavior in thyroid cancer cell lines (Fig. 4C–F) and because an edited form of its transcript is dominant in primary thyroid tumors (Fig. 3G). We hypothesized that an amino acid change in the protein could be relevant for its tumorigenic behavior in thyroid cancer cells. To test this, we established lentiviral constructs to overexpress WT-CDK13 or its edited c.308A > G (Q103R) form (edit-CDK13). We transduced both Cal62 and TPC1 cells and obtained stable cell lines with constitutive overexpression of the CDK13 forms tagged with HA, or an empty vector control cell line (Supplementary Figure 2A, B). In accord with the loss-of-function assays, we observed that WT-CDK13 stimulated proliferation (Fig. 5A), cell viability (Fig. 5B, C) and invasion (Fig. 5D) in Cal62 and TPC1 cells. Remarkably, the aforementioned features were significantly greater in edit-CDK13 cells than in WT-CDK13 cells (Fig. 5A–D). These results demonstrate that the ADAR1 editing event in the *CDK13* transcript potentiates the aggressive behavior of the thyroid cancer cells.

**Fig. 5:**
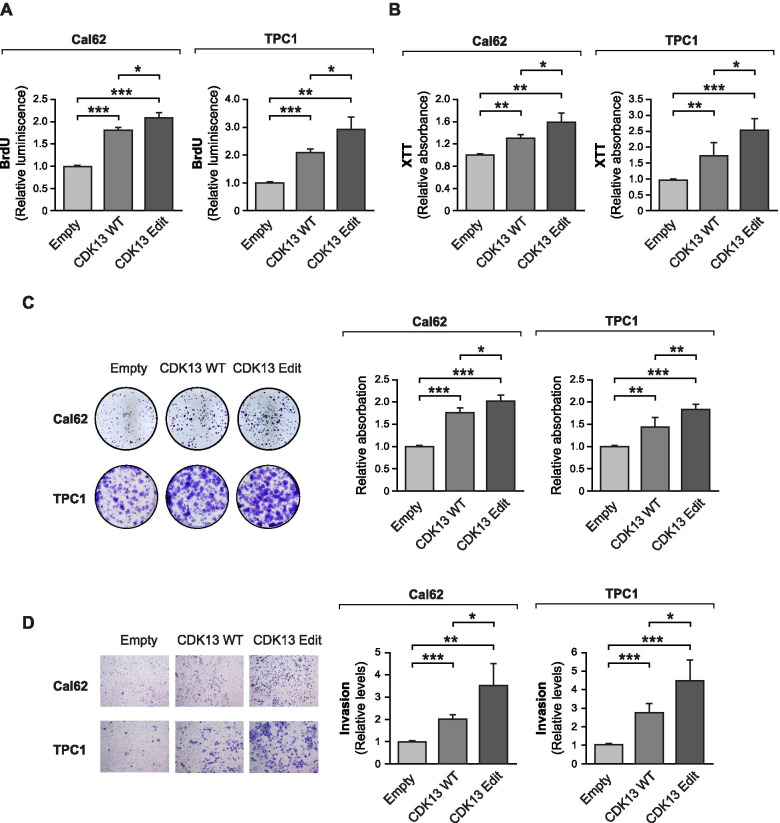
Edited *CDK13* potentiates the aggressive behavior of thyroid cancer cells. Cal62 and TPC1 cells were stably infected with lentiviruses containing the WT CDK13 or its edited form (Edit CDK13) and were assayed for (**A**) BrdU incorporation (*n* = 3). **B** XTT dye reduction (*n* = 3 for Cal62 and *n* = 5 for TPC1) and (**C**) crystal violet staining (*n* = 4). **D** Matrigel Transwell invasion assay (*n* = 4). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment as assessed with Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### Edited *CDK13* rescues the proliferation and invasion defects in ADAR1-silenced cells

To assess the importance of the *CDK13* editing event in the oncogenic function of ADAR1 we overexpressed the edited form of CDK13 in thyroid cancer cells that were simultaneously silenced for *ADAR1* using two different siRNAs (Supplementary Figure 3A, B). We observed that the suppressive effect of *ADAR1* knockdown on proliferation (Fig. 6A), viability (Fig. 6B, C) and invasion (Fig. 6D) was rescued by the overexpression of edit-*CDK13* in Cal62 and TPC1 cells. Of note, when WT-CDK13 was overexpressed as a control, we observed that in contrast to the complete rescue achieved by the edited form, the decrease in cell viability induced by *ADAR1* silencing was not reversed (Supplementary Figure 3C). Moreover, the two cancer cell lines exhibited a different CDK13 WT/edit ratio, with a higher representation of the edited form in TPC1 cells (Fig. 3F) and higher levels of CDK13 WT in Cal62 cells (Fig. 3E). This indicates that the outcomes are independent of the endogenous CDK13 WT/edited levels, and suggests that CDK13 editing has a relevant role in the oncogenic function of *ADAR1* in thyroid cancer.

**Fig. 6:**
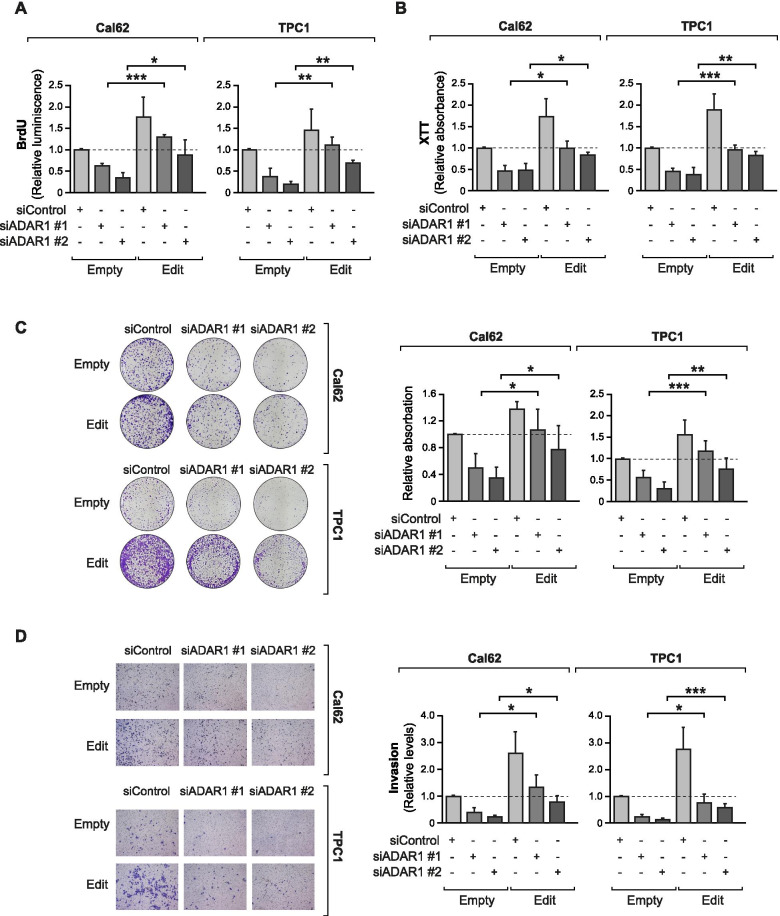
Edited *CDK13* rescues the *ADAR1*-knockdown phenotype. Stably-transduced Cal62 and TPC1 cells with CDK13 Edit or Empty vector were silenced for *ADAR1* and were assayed for (**A**) BrdU incorporation (*n* = 4 for Cal62 and *n* = 3 for TPC1 cell line). **B** and **C** Viability by XTT dye reduction (*n* = 3) (**B**) and crystal violet staining (*n* = 5) (**C**). **D** Matrigel Transwell invasion assay (*n* = 3 for Cal62 and *n* = 4 for TPC1 cell line). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment as assessed with Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### *CDK13* editing changes the nuclear localization of the protein

CDK13 is a member of the cyclin-dependent serine/threonine protein kinase family, with a conserved central kinase domain in the C-terminal region and a regulatory N-terminal region. The N-terminal region contains arginine-serine (RS)-rich domains (Supplementary Figure 4A) that differentiate this kinase from other family members. The RS-rich domains span residues 200–435 in CDK13 [18] and link this kinase to the serine-arginine (SR) protein family, which are required for both constitutive and alternative pre-mRNA splicing. In addition, the N-terminal region contains three bipartite nuclear localization signals (NLS) that determine the nuclear localization of the protein [20]. As the c.308A > G edited site is located in position 103 of the CDK13 N-terminal region (Supplementary Figure 4A), we speculated that this amino acid change might affect the NLS sequences and, consequently, CDK13 localization. Using NLS mapper [35], we found that the amino acid change alters four bipartite NLS sequences in the N-terminal region and increases the predicted scores, indicating stronger NLS activity (Supplementary Figure 4B). We assessed CDK13 localization by protein fractionation and western blotting and observed that both WT and edited forms of CDK13 were localized to the nucleus (Supplementary Figure 4C).

Even et al*.* [20] have demonstrated that CDK13 can shuttle between the nucleoplasm and nuclear speckles, and that the N-terminal region is critical for localization of the kinase in these structures. Nuclear speckles are nuclear domains enriched in pre-mRNA splicing factors, located in the interchromatin regions of the nucleoplasm of mammalian cells [36]. We used immunofluorescence to analyze the localization of the WT and edited forms of CDK13 in transduced Cal62 and TPC1 cells. We also used an antibody directed against the splicing factor SC35, which specifically marks nuclear speckles [20]. We observed that WT-CDK13 correlated highly with the nuclear speckles in thyroid cancer cells (Fig. 7A), suggesting that the described role of CDK13 in splicing [19, 20] is maintained in thyroid cells. By contrast, edit-CDK13 showed a significantly lower correlation with nuclear speckles in Cal62 and TPC1 cells (Fig. 7A). In addition, we observed that edit-CDK13 was more uniformly expressed in the nucleus, whereas WT-CDK13 was almost nonexistent in some patches, likely corresponding to the nucleolus. To validate this, we utilized an antibody against the nucleolar protein Fibrillarin, and observed that WT-CDK13 was absent from the nucleolus, whereas edit-CDK13 showed a strong co-localization with this structure (Fig. 7B). Notably, 19.6% of Cal62 and 15.2% of TPC1 cells transduced with edit-CDK13 showed enrichment of CDK13 at the nucleolus, as demonstrated by co-localization with Fibrillarin, but not at the nuclear speckles (Fig. 7C). When the same experiment was performed with WT-CDK13, no accumulation was found in the nucleolus in Cal62 cells and only 1.5% of TPC1 cells showed nucleolar accumulation. These findings demonstrate that editing of *CDK13* induces a change in the localization pattern of the protein, decreasing its association with nuclear speckles but enriching its localization at the nucleolus.

**Fig. 7:**
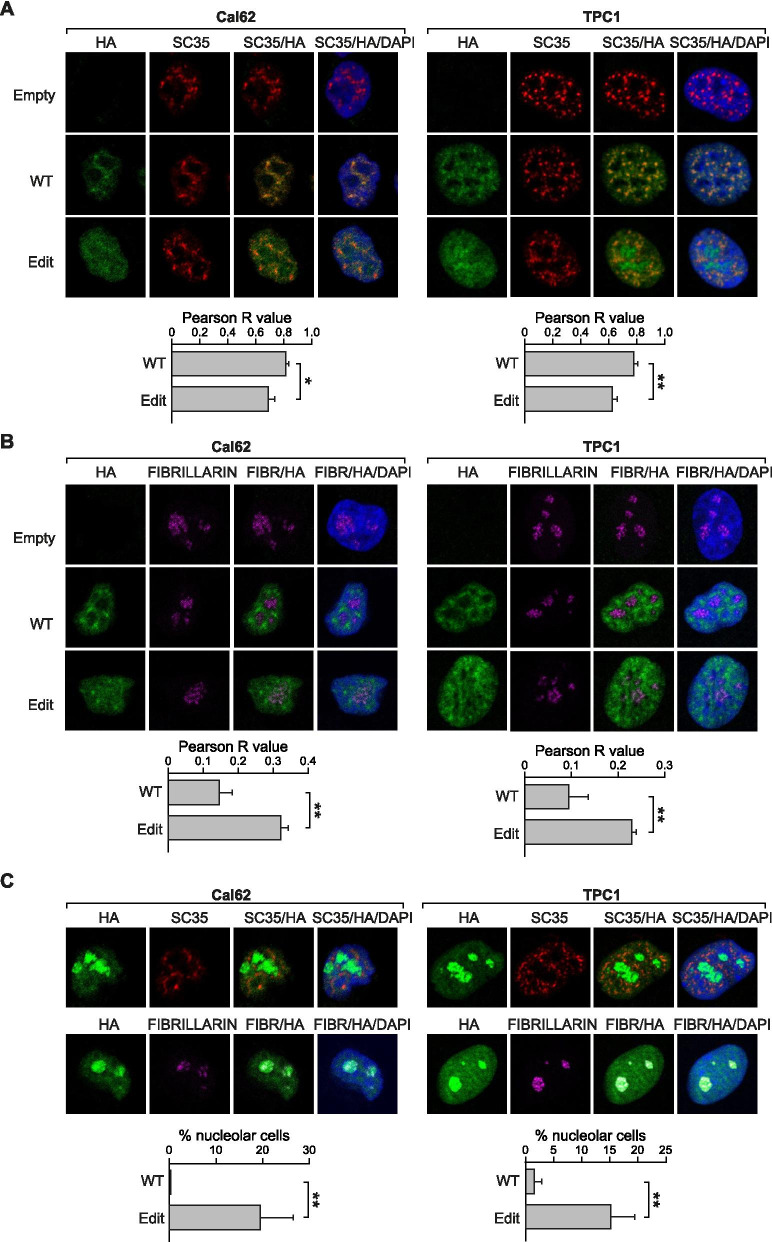
Edited and wild-type CDK13 show differences in nuclear speckle and nucleolus localization. Stably-transduced CDK13-WT, CDK13-Edit or Empty vector Cal62 and TPC1 cell lines were used. **A** and **B** Confocal images of immunofluorescence staining of the cells with antibodies against HA (green), the nuclear speckle marker SC35 (red) (**A**) or the nucleolus marker Fibrillarin (Pink) (**B**). Nuclei were stained with DAPI (blue). Colocalization was analyzed using Fiji-Coloc2 plugin, and the mean of the Pearson R value from 3 independent experiments is represented in the bottom panels. **C** Upper panels: Representative image of CDK13-Edit Cal62 and TPC1 cells with nucleolar accumulation of CDK13. The images represent the immunofluorescence staining of cells with antibodies against HA (green), SC35 (red) or Fibrillarin (pink). Bottom panel: Graphs show quantification of the percentage of CDK13-WT or CDK13-Edit cells that present with nucleolar accumulation of CDK13 (*n* = 3 independent experiments). Error bars indicate standard deviations. Asterisks denote statistical significance as assessed with Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### *CDK13* editing induces changes in splicing patterns

Finally, given the described involvement of CDK13 in the splicing process [19, 20], we questioned whether the change in *CDK13* editing would contribute to some of the *ADAR1*-silencing-induced changes in splicing highlighted in our RNA-seq data. We analyzed the levels of the candidate splicing products altered in *ADAR1*-silenced cells; specifically, those potentially involved in the cytoskeleton and later validated by qPCR. We observed that some splicing products were increased (A5SS event involving the exon 57,761,797–57,762,046 in *CTNND1*, SE of exon 2,241,520–2,241,790 of *HAUS3*, and the MXE splicing event involving the exon 35,685,064–35,685,139 in *TMP2*) or decreased (SE 155,061,904–155,062,117 in *ADAM15*) following transfection of edit-CDK13 in both Cal62 and TPC1 cells (Fig. 8). Some splicing events were not consistently altered in both cell lines such as the SE events in *NUMA1, SGO1* and *LRCH2* in TPC1 cells, or the SE in *TMP2* and *ENAH* in Cal62 cells (Fig. 8). As expected, the splice products increased in edit-CDK13 cells were lower in *ADAR1*-silenced cells, where the edited form of *CDK13* is almost absent, and vice versa. Interestingly, we observed a different pattern of splicing events in cells overexpressing WT and edited CDK13, with the transduction of the edited form responsible for most of the alternative splicing changes.

**Fig. 8:**
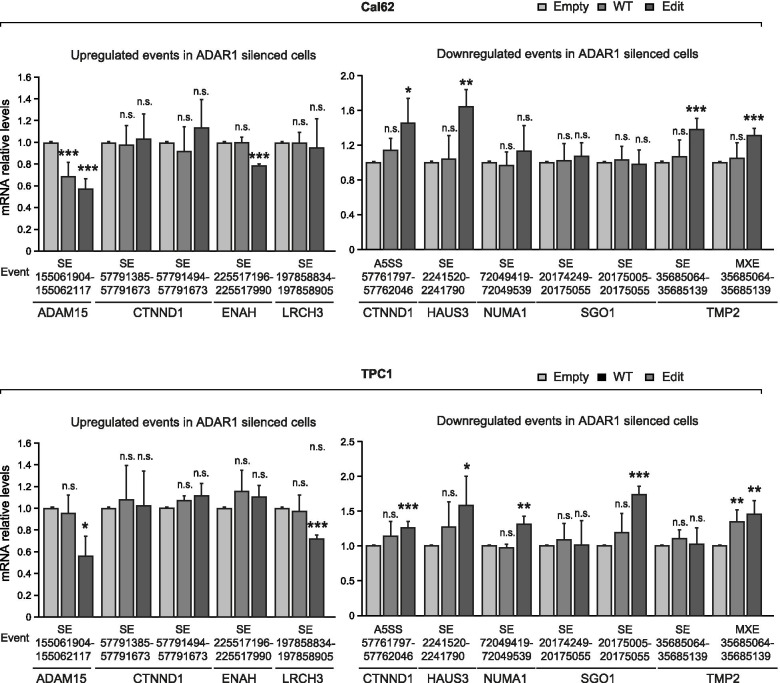
Edited *CDK13* alters alternative splicing. RT-qPCR of ADAR1-regulated alternative splicing events for indicated genes in Cal62 (*upper panel*) or TPC1 cells (*lower panel*) stably expressing CDK13-WT, CDK13-Edit or the empty vector (*n* = 4). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment assessed by Student’s t-test (two-tailed). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

## Discussion

Post-transcriptional modification of RNA is a wide-spread phenomenon that expands the transcriptome and the range of functions of RNA transcripts. One of the most surprising discoveries in this field is that mammalian RNAs can undergo RNA editing, which modifies specific RNA nucleotides without altering the DNA template [37, 38]. A-to-I editing can profoundly influence cellular functions by altering mRNA splicing, stability, localization, and translation, and by interfering with the binding of regulatory RNAs [39]. The magnitude and the biological consequences of A-to-I editing in the majority of cancers remain largely unknown.

Advances in high-throughput sequencing and data generation have revealed that RNA editing events are extensive across the human cancer transcriptome, and that the incidence and progression of multiple cancers are associated with some of these events [7, 8, 39–41]. In the present study, we aimed to assess the impact of RNA editing in thyroid cancer and to identify de novo cancer-related RNA editing sites using next generation sequencing in an *ADAR1*-knockdown cellular model. We believe that thyroid cancer represents a suitable model for this study as RNA editing activity is enriched in thyroid tumors over normal tissue [7, 8] and because we previously demonstrated the profound functional consequences of *ADAR1* knockdown for tumor progression [10]. To the best of our knowledge, no other study has systematically studied RNA editing in thyroid cancer. Our transcriptome analysis revealed novel changes triggered by ADAR1 deregulation in almost one thousand transcripts, most of them involved in fundamental processes for cancer development and progression such as cell cycle, DNA replication, regulation of the cytoskeleton and apoptosis. This finding is consistent with our previous results that functionally associated ADAR1 expression with proliferation, invasion, migration and in vivo tumor growth [10]. Moreover, *ADAR1* silencing induced the downregulation of several oncogenes and the upregulation of tumor suppressor genes [10], confirming the oncogenic role of *ADAR1* in thyroid cancer observed in other cancer types [42–47]. Beyond its oncogenic activity, ADAR1 has been shown to elicit an important role in immunity [48, 49], and mutations or alterations in ADAR1 can confer autoimmunity in humans and in animal models [49–54]. Along this line, our RNA-seq results reveal that the innate immune response (GO: 0,045,087) and cytokine production (GO: 0,001,817) are biological processes enriched upon *ADAR1* silencing (data not show). 

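Innate immunity was followed with a list of 64 tested interferon-stimulated genes and a list of 28 tested cytokine genes. With both siRNAs, 59 of the interferon-stimulated genes rose, with a median log2FC of 0.92 (adjusted p-value 1.03e-07 under camera and 0.403 under fry). The rise was uneven between replicates. Relative to the siControl library of the same replicate number, the median was 0.23 with siADAR1 #1 and 0.51 with siADAR1 #2 in replicate 1, and 1.23 and 2.01 in replicate 2. Without siADAR1 #2 replicate 2 the median for both siRNAs was 0.56, and without siControl replicate 1 it was 0.57. With siADAR1 #1 the median was 0.69, which became 0.32 without siControl replicate 1, 1.62 without siADAR1 #1 replicate 1 and -0.21 without siADAR1 #1 replicate 2. With siADAR1 #2 it was 1.28, which became 2.20 without siADAR1 #2 replicate 1 and 0.26 without siADAR1 #2 replicate 2. Gene by gene, 0 interferon-stimulated genes were called with siADAR1 #1, over all genes or adjusted over the list alone, and 6 were called with siADAR1 #2 over all genes but 0 adjusted over the list alone. Other settings called members with siADAR1 #1: with the replicate number as a block, the adjusted p-value was 0.00141 for IFIT2, 0.014 for LAMP3 and 0.00941 for IFITM2 (highest over all settings 0.43, 0.191 and 0.224). LAMP3 and IFITM2 were each called in 4 further settings.
Of the cytokine genes, 22 rose with both siRNAs, with a median of 0.58 (adjusted p-value 0.0172 under camera and 0.403 under fry). The list no longer passed after quantile normalization (0.61, adjusted p-value 0.0506) or without siADAR1 #1 replicate 2 (0.34, adjusted p-value 0.167), over a range of 0.000499 to 0.468. The median was 0.76 with siADAR1 #1 (adjusted p-value 0.00344, camera), or 0.23 without siADAR1 #1 replicate 2. Under fry the list did not pass with siADAR1 #1 (adjusted p-value 0.280, or 0.198 with the replicate number as a block). With siADAR1 #2 it was 0.34 (adjusted p-value 0.406, camera), or 0.06 without siControl replicate 1 and -0.08 without siADAR1 #2 replicate 2. Over all genes tested, 4 cytokine genes were called with siADAR1 #1 (3 adjusted over the list alone) and 7 with siADAR1 #2 (7 adjusted over the list alone), of which 4 fell. The cytokine gene with the smallest adjusted p-value, TNFSF15, rose by 1.44 on the log2 scale with siADAR1 #1 and by 4.00 with siADAR1 #2 (adjusted p-value of the difference 0.00111, limma).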

Because autoimmune thyroid disease is closely related to thyroid cancer [55], it is becoming increasingly important to identify potential diagnostic biomarkers and therapeutic targets for both diseases and ADAR1 could be a good candidate. Future studies should be orientated in this direction.

The deregulation of genes involved in immunity is likely elicited by the silencing of the p150 ADAR1 isoform. However, other biological processes related to the p110 isoform [56], also silenced in our study, were deregulated, such as DNA damage checkpoint (GO:0,000,077). It is highly probable that both ADAR1 isoforms contribute to the growth defect observed in vitro and in vivo after *ADAR1* silencing [57]; however, our study design did not allow us to distinguish the specific isoform responsible for CDK13 editing and this should be addressed in a future study.

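A list of 45 genes of the DNA damage checkpoint stood in for this term. With both siRNAs 38 of them fell, with a median log2FC of -0.57 (adjusted p-value 1.28e-07 under camera and 0.0502 under fry). The median was -0.29 with siADAR1 #1 (39 fell, adjusted p-value 0.000191 under camera and 0.0861 under fry). With siADAR1 #2 it was -0.72 (37 fell, adjusted p-value 7.71e-08 under camera and 0.0132 under fry, or 0.0602 under fry with the replicate number as a block). Over all genes tested, 14 of the 45 were called with siADAR1 #1 and 25 with siADAR1 #2, and adjusted over the list alone 14 and 26. With the siRNAs as 1 group 0 were called, or 7 adjusted over the list alone. The list shares 16 genes with the other lists used here, 5 of them with DNA replication. The 3 members with the smallest adjusted p-values were PLK1, CDK1 and PKMYT1, and PLK1 is also among the cell cycle genes of Fig. 1C. Over all settings the median for both siRNAs stayed between -0.61 and -0.44. It lay between -0.36 and -0.14 with siADAR1 #1 and between -0.83 and -0.61 with siADAR1 #2.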

Interestingly, alternative splicing was enriched among the deregulated genes after *ADAR1* silencing. Detailed analysis revealed that *ADAR1* has a prominent influence on the global splicing pattern and identified approximately one hundred high-confidence splicing events affected by ADAR1. These gene sets are enriched with similar functions, for example, we observed several genes involved in the cytoskeleton and thus, likely contributing to the altered invasion, migration or 3D growth previously observed upon ADAR1 loss-of-function [10]. Other studies have also provided evidence for crosstalk between RNA editing enzymes and the splicing machinery [3, 4, 58]. Nevertheless, detailed mechanistic explanations and their biological importance in cancer are lacking. Regulation of alternative splicing involves *cis*-acting elements within the pre-mRNAs, and *trans*-acting factors such as SR proteins and heterogeneous nuclear ribonucleoproteins [3, 59–63]. RNA-seq analysis demonstrated that most of the transcripts with significantly altered splicing did not present with changes in edited adenosines, suggesting that the ADAR1-dependent regulation of alternative splicing is not only dependent on the direct editing of *cis*-acting elements. Other studies have obtained comparable results in other cell types, with few alternately spliced sites explained by nearby A-to-I edit sites [3, 4]. Our identification of an editing event in *CDK13*, which encodes for an SR-related protein implicated in splicing [19, 20], might shed some light on this phenomenon. We propose that the extent of ADAR1-regulated splicing is mediated predominantly by trans-acting elements like CDK13, rather than direct *cis*-element editing, leading to a broad influence on splicing for many genes. Indeed, our results demonstrate that *CDK13* editing is responsible for some of the splicing events identified by our RNA-seq analysis. Interestingly, genes showing significant changes in their splicing pattern are frequently involved in the splicing activity itself. This has been also been observed in hepatocellular carcinoma, myelogenous leukemia and glioblastoma [3]. This may suggest that a first editing event that influences the splicing process, such as *CDK13* editing, could produce splicing changes of other alternative splicing regulators, ultimately having a prominent influence on the global splicing pattern observed.

We believe that our results obtained in thyroid cancer cells and tumor samples can be extrapolated to other cancer types. *ADAR1* and *CDK13* have been demonstrated to act as oncogenes in several cancer types [33, 34, 42, 64–66]. Moreover, in agreement with the oncogenic behavior conferred by *CDK13* editing described herein, the *CDK13* editing event (c.308A > G) has been found to be overrepresented in several tumor types as compared with normal control samples, such as hepatocellular carcinoma [67], glioblastoma [68] and kidney renal clear cell carcinoma [7]. Supporting our results in thyroid cancer, *CDK13* editing correlated with poor prognosis in hepatocellular carcinoma [67]. Moreover, we observed that this editing event is present in the triple-negative breast cancer cell lines BT20 and MB468, and is also dependent on ADAR1 expression (our unpublished observations). We believe that this is particularly relevant as ADAR1 and CDK13 have both been described as important factors and possible therapeutic targets in triple-negative breast cancer [33, 69].

To our knowledge, this is the first study to analyze the functional importance of *CDK13* editing in cancer. Few studies had previously demonstrated the function of CDK13 in tumorigenesis. CDK13 was described as amplified in hepatocellular carcinoma and exhibits oncogenic activity [34]. Other studies showed that the simultaneous inhibition of CDK12 and CDK13 suppresses tumorigenic features in leukemia [64], ovarian cancer [65] and triple-negative breast cancer [33]. However, Quereda et al. [33] were the only group to demonstrate that downregulation of CDK13 (without simultaneous CDK12 inhibition) inhibited colony formation in a breast cancer cell line. Our functional analysis shows that, in accordance with previous studies [33, 34, 64, 65], *CDK13* acts an oncogene in thyroid cancer cells, identifying it as a new therapeutic target in thyroid and other cancer types. The fact that TCGA data show no *CDK13* upregulation in PTC would indicate that the mechanism of CDK13 oncogenic activation in PTC is via editing rather than upregulation. As we observed, edited Q103R CDK13 stimulates a stronger cell proliferation and migration phenotype than WT CDK13 and, probably because of this, *CDK13* editing might be an efficient mechanism contributing to tumor progression and aggressiveness.

In summary, our work confirms *ADAR1* as an oncogene in thyroid cancer and offers evidence of its mechanism of action through editing *CDK13*, which confers stronger tumorigenic properties to cells and delocalizes CDK13 from nuclear speckles, the main hub for splicing factors. Moreover, editing of this SR-related protein changes the splicing of several transcripts and may explain, at least in part, the splicing pattern induced by ADAR1 deregulation. This work opens the door for detailed studies of the mechanism of action of CDK13 in thyroid cancer with respect to how edited CDK13 triggers the observed oncogenic behavior. In this line, we observed a change in the splicing pattern of some potentially interesting candidate genes. For example, *ADAM15* splicing is altered after edit-CDK13 overexpression in both Cal62 and TPC1 cell lines. This is of special relevance because aberrant *ADAM15* expression has been associated with human cancer [70] and the alternative splicing of *ADAM15* is mis-regulated in cancer cells [71]. Indeed, the splicing form upregulated in edit-CDK13 cells has been associated with poor prognosis in patients with node-negative breast cancer [72]. Other interesting candidates previously related to cancer include *CTNND1* [73] and *TPM2* [74, 75], for which alternative splicing events in both transcripts have been correlated with cancer [76, 77], and *HAUS3* [78].

Finally, our work supports ADAR1-mediated A-to-I editing as an important pathway in cancer progression, and highlights *ADAR1*, *CDK13* and the edited CDK13-Q103R as potential targets for the development of new treatments for thyroid and other cancer types.

## Supplementary Information

**Additional file 1: Table S1.** Primers

**Additional file 2: Supplementary Figure 1.***ADAR1* silencing. Representative western blot of ADAR1 steady-state expression at the indicated time points after *ADAR1* silencing in Cal62 and TPC1 cell lines. GAPDH was used as a loading control.

**Additional file 3: Supplementary Figure 2.** CDK13 levels in cells stably expressing CDK13-WT, CDK13-Edit or the Empty vector. Cal62 and TPC1 were infected with lentivirus expressing the WT or the edited form of *CDK13* (CDK13-WT and CDK13-Edit, respectively) or the corresponding empty vector, and selected using puromycin. (A) *CDK13* levels in the indicated cell lines. (B) Representative western blotting for HA antibody in the indicated cell lines. Vinculin was used as loading control (*n* = 3). Error bars indicate standard deviations. Asterisks denote statistical significance compared with siControl treatment assessed by Student’s t-test (two-tailed). n.s: non significative p > 0.05, ** *p *< 0.01, *** *p* < 0.001.

**Additional file 4: Supplementary Figure 3.** CDK13 overexpression and *ADAR1* silencing in Cal62 and TPC1 cell lines. RNA relative levels for *CDK13* (A) and *ADAR1* (B) in Cal62 and TPC1 cell lines stably expressing CDK13-Edit 72 hours after *ADAR1* siRNA (siADAR1 #1 and #2) or Control siRNA (siControl) transfection. (C) Stably-transduced Cal62 and TPC1 cells with CDK13-Edit, CDK13-WT or empty vector were silenced for *ADAR1* and were assayed for cell viability by XTT dye reduction (*n* = 4). Asterisks denote statistical significance assessed by Student’s t-test (two-tailed). n.s: non significative *p* > 0.05, ** *p *< 0.01, *** *p* < 0.001.

**Additional file 5: Supplementary Figure 4.** Both CDK13-WT and CDK13-Edit are located in the cell nucleus. (A) Schematic representation of the CDK13 domain structure and the CDK13 editing event. Numbers below indicate the amino acid position. Abbreviations: RS: arginine/serine-rich; KD: kinase domain; C: C-terminal extension. (B) Predicted bipartite NLS (Nuclear Localization Sequence) in the WT and c.308 A>G edited form of CDK13. Predictions were performed using NLS mapper (http://nls-mapper.iab.keio.ac.jp). (C) Representative western blotting for HA and CDK13 in the indicated Cal62 and TPC1 cells after cytoplasm-nucleus fractionation. SP1 and tubulin were used as loading control for the nucleus and the cytoplasm, respectively.

## Abbreviations

A3SS: 3’ Splice sites
A5SS: 5’ Splice sites
ADAR1: Adenosine deaminases acting on RNA
ATC: Anaplastic Thyroid Carcinoma
BrdU: Bromodeoxyuridine
CDK13: Cyclin-Dependent Kinase 13
FDR: False discovery rate
FTC: Follicular Thyroid Carcinoma
GAPDH: Glyceraldehyde Phosphate Dehydrogenase
GEO: Gene Expression Omnibus
MATS: Multivariate Analysis of Transcript Splicing
MXE: Mutually exclusive exons
NLS: Nuclear Localization Signals
PBS: Phosphate-Buffered Saline
PDTC: Poorly Differentiated Thyroid Carcinoma
PTC: Papillary Thyroid Carcinoma
qRT-PCR: Quantitative real-time PCR
RI: Retained introns
RNA-seq: RNA-sequencing
SDS-PAGE: Sodium Dodecyl Sulfate–Polyacrylamide Gel Electrophoresis
SE: Skipped exons
SNP: Single Nucleotide Polymorphism
TCGA: The Cancer Genome Atlas
TPM: Transcript Per million
UTR: Untranslated region
WT: Wild-type

# Supplementary material for: An ADAR1-dependent RNA editing event in the cyclin-dependent kinase CDK13 promotes thyroid cancer hallmarks
**Source:** Mol Cancer. 2021 Sep 8;20:115. doi: 10.1186/s12943-021-01401-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers

**Table S1. Primers****Coding genes:**

| Name   | Forward                | Reverse                |
|--------|------------------------|------------------------|
| CDCA2  | CCGAAGACTGGGTTTCAGGTTA | TTGCCAAGCGATGAGGAACT   |
| PLK1   | CCGCAATTACATGAGCGAGC   | TGAGCTTGGTGTGATCCTGG   |
| MYBL2  | GGCCAGCCACTTCCCTAACC   | TCAGGTGCTTGGCAATCAGT   |
| CDK6   | GGAGTGCCCACTGAAACCAT   | CGTGACGACCACTGAGGTTA   |
| PCNA   | TCTGAGGGCTTCGACACCTA   | TTCTCCTGGTTTGGTGCTTCA  |
| MMP16  | GCTCGTCCATCCATTGAAGC   | TGTAACCAAACCTCCACATTGA |
| COL4A5 | CACGGTCAAGACTTGGGGAC   | CTCTGGCCCTTTAGGGGTTG   |
| MMP14  | CTTTATGGGGGTGAGTCAGGG  | GGTTATTCCTCACCCGCCAG   |
| COL1A2 | TGTGGATACGCGGACTTTGT   | CAGCAAAGTTCCACCGAGA    |
| HOXB5  | ACCGAAATAGACGAGGCCAG   | GCCCGGTCATATCATGGCT    |
| TOX2   | CCACGGCGGCAAGTTTGAT    | GAGTGGTAGCTGGCTTCGTG   |
| NFIA   | AGTGGCAGTCAGTCAAGTGG   | TTGCATGCGGACTTGCTCT    |
| ZNF681 | TGGCAATGCCTGGACACTAT   | ACAAATAACTGGGGGTTCCGG  |
| ID1    | AGGTGAGCAAGGTGGAGATTC  | AACGCATGCCGCCTCG       |
| TRIB3  | GCGCGGCCAGATGCGA       | AGTTGCACGATCTGGAGCAG   |
| CHAC1  | TCCTTGAAGATCATGAGGGCTG | TGCCTTCAGTGGTTGGTCAG   |
| DDIT4  | CTTTGGGACCGCTTCTCGT    | ATCCAGGTAAGCCGTGTCTTC  |
| GAPDH  | TGCACCACCAACTGCTTAGC   | GGCATGGACTGTGGTCATGAG  |
| CDK13  | GGGACTACTGGAATCAGGCTT  | ATACGGCCGACTTTCTTCTGA  |

**Splicing events:**

| Name                          | Forward                    | Reverse                   |
|-------------------------------|----------------------------|---------------------------|
| ADAM15 SE 155061904-155062117 | AGGCACTAAGGCTGAGC<br>TG    | AGAGGCCGTGCCCTTC<br>TCT   |
| CTNND1 SE 55791385-57791673   | CACATTTGAGTGTGAAGT<br>GAGG | AGTCGTCCATGAAGGT<br>AAGG  |
| CTNND1 SE 57791494-57791673   | CACATTTGAGGTGGAGT<br>CGA   | TTGGCATCTTGTGGTG<br>AGAC  |
| ENAH SE 225517196-225517990   | TCAAGTGCTGCTCCATCT<br>TC   | GAGCTGAGATGACTTT<br>AGCG  |
| HAUS3 SE 2241520-2241790      | ACTTCCTGAGCGTGCTTA<br>GG   | TTCAGCCAGCGCTGAG<br>GCA   |
| LRCH3 SE 197858834-197858905  | CTTGTCATGTCGCTGTC<br>AG    | TGTCATCACTCTTAAGA<br>GGCG |
| NUMA1 SE 72049419-72049539    | TGGTCTCAAATTCCTTGG<br>CT   | CTCCAATGCGCCTTTTC<br>AGG  |

|                                                    |                          |                           |
|----------------------------------------------------|--------------------------|---------------------------|
| SGO1 SE 20174249-20175055                          | CAGATAGACCAGTCACC<br>AGG | GGTGGTGTAGTGGTAG<br>GAGT  |
| SGO1 SE 20175005-20175055                          | CTGAACTTCCAGGACAA<br>GGA | GGTGGTGTAGCTGAAT<br>CAAA  |
| TMP2 SE 35685064-35685139                          | CGAGAGCCGAGCCAGAC<br>AG  | TCCTCCTCTGAGGCCAT<br>CA   |
| TMP2 MXE 35685064-35685139<br>no 35684732-35684807 | CGAGAGCCGAGCCAGAC<br>AG  | TGGTGGAATACTCCTCC<br>TCTG |

# Supplementary material for: An ADAR1-dependent RNA editing event in the cyclin-dependent kinase CDK13 promotes thyroid cancer hallmarks
**Source:** Mol Cancer. 2021 Sep 8;20:115. doi: 10.1186/s12943-021-01401-y

**A**

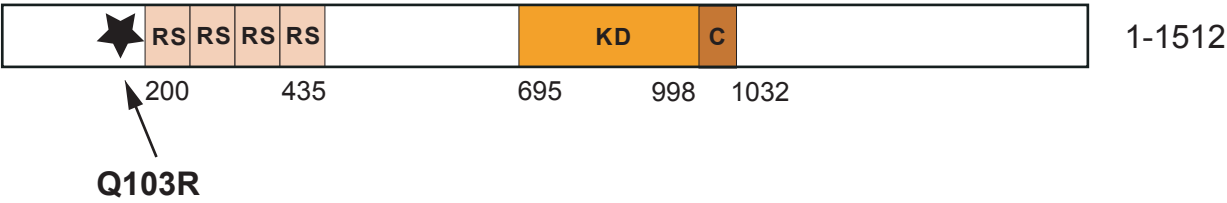

**B**

| WT Predicted bipartite NLS |                                |       |
|----------------------------|--------------------------------|-------|
| Pos.                       | Sequence                       | Score |
| 88                         | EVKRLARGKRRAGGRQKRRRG          | 8.6   |
| 91                         | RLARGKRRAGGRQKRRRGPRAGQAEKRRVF | 5     |
| 97                         | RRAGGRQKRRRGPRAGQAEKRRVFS      | 5.5   |
| 676                        | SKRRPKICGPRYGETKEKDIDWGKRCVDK  | 5.3   |
| 999                        | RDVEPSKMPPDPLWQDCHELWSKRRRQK   | 5.9   |

| Edit Predicted bipartite NLS |                               |       |
|------------------------------|-------------------------------|-------|
| Pos.                         | Sequence                      | Score |
| 88                           | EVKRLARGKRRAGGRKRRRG          | 13.6  |
| 97                           | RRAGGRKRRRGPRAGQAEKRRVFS      | 8     |
| 97                           | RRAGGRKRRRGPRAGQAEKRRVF       | 6     |
| 97                           | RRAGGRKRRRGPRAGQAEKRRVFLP     | 5.2   |
| 676                          | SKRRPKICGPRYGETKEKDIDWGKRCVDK | 5.3   |
| 999                          | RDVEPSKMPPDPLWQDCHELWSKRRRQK  | 5.9   |

**C**

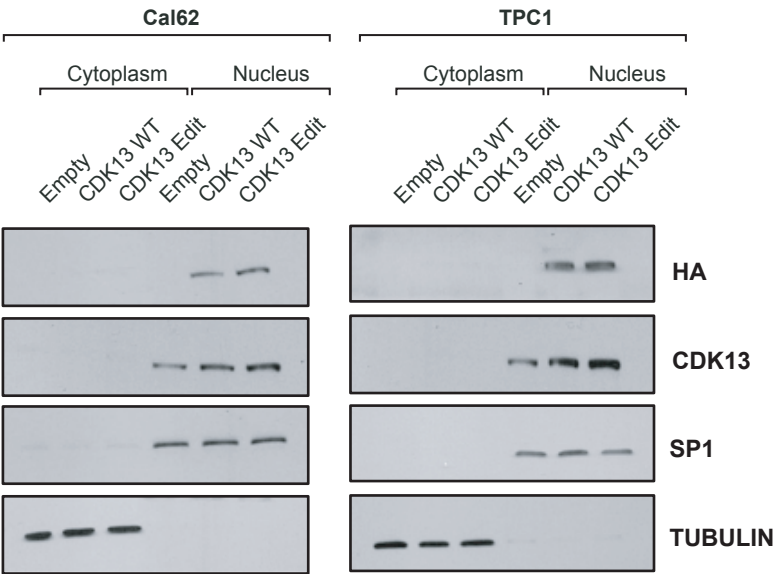

**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Figure 4. Both CDK13-WT and CDK13-Edit are located in the cell nucleus. (A) Schematic representation of the CDK13 domain structure and the CDK13 editing event. Numbers below indicate the amino acid position. Abbreviations: RS: arginine/serine-rich; KD: kinase domain; C: C-terminal extension. (B) Predicted bipartite NLS (Nuclear Localization Sequence) in the WT and c.308 A>G edited form of CDK13. Predictions were performed using NLS mapper (http://nls-mapper.iab.keio.ac.jp). (C) Representative western blotting for HA and CDK13 in the indicated Cal62 and TPC1 cells after cytoplasm-nucleus fractionation. SP1 and tubulin were used as loading control for the nucleus and the cytoplasm, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

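Gene expression was measured in Cal62 thyroid cancer cells transfected with a control siRNA or with 1 of 2 siRNAs against ADAR1. The authors sequenced poly(A)+ RNA from 2 biological replicates of each transfection with 75-bp paired-end reads, trimmed adapters with Atropos, counted reads on known genes with featureCounts in the bcbio-nextgen pipeline and normalized them with DESeq2. The paper names counts from Salmon as its preferred input for this normalization, and the values examined here are those of whole reads. The deposited values are log2 values that the authors made from size-factor-normalized gene counts by a variance-stabilizing transformation, with the same curve for all 6 libraries. This was read from the values themselves: the lowest value, 0.347736, is the same in every library and stands for a count of 0. Undoing the transformation gives whole reads for 100% of the values, within a tolerance of 0.1. The table holds 58333 genes, and 0 of its columns were left unused. A symbol, a GC content and a length from GENCODE release 44 were found for 57830 of the gene identifiers, and 503 had none. Size factors recomputed from these 6 libraries, over 25299 genes with a read in every library, were 1.146 to 1.172 times the deposited ones.
Between 30114840 and 50029763 reads per library were counted on genes, with a median of 43005907 reads. Limits from 3 reads cover counting error only. With 2 libraries per condition, the number of replicates also limits the precision of the values, so standard errors from the fits are given beside log2FC values. Which of these limits is larger was not tested.
The values were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with two-sided tests and Benjamini-Hochberg adjustment over the genes tested. The fit with the siADAR1 libraries as 1 group had 4 residual degrees of freedom and the fit with 3 groups had 3. A gene was tested when its mean over the 6 libraries passed a filter set at 10 normalized counts. The normalized count at this filter was 7.617. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with fry and with a correlation estimated by camera, adjusted over the 18 lists. The lists were S phase, G2/M, DNA replication, mitosis and cell division, interphase cytoskeleton, SR proteins and hnRNPs, core spliceosome, ZNF genes, collagens with MMPs, laminins and integrins, apoptosis, targets of ATF4, targets of p53, the unfolded protein response of the endoplasmic reticulum, interferon-stimulated genes, cytokines, DNA damage checkpoint, ribosomal proteins and mitochondrially encoded genes. They were written from general knowledge and stand in for the terms of the paper, so they are not the gene sets that the authors tested. The comparisons, the tests, the thresholds, the lists and most alternatives were chosen before the data were examined.
The genes named in the text are those that the paper names for these data, the paralogs ADARB1, ADARB2 and CDK12, GAPDH, and at most 3 members of each list, those with the smallest adjusted p-values. The rule also covered the largest rises and falls among the genes called with the siADAR1 libraries as 1 group, and with 0 such genes it named none.
The libraries carry replicate numbers, and whether these pair the conditions was checked over 20858 genes. The difference between replicate 2 and replicate 1 had a correlation of 0.106 between siControl and siADAR1 #1, 0.110 between siControl and siADAR1 #2 and 0.162 between the siRNAs. In a principal component analysis the first 3 components held 49.2%, 25.3% and 11.0% of the variance, and component 3 separated replicate 1 from replicate 2. Libraries with the same number thus deviated together to a small extent, with every correlation above 0.1. The fits had been set without the replicate number, and it was tried as a block.
The alternatives were no filter and a filter at 50 normalized counts, median-centred and quantile-normalized libraries, eBayes without a trend and robust eBayes, the average of the siRNA changes in the fit with 3 groups, fits with the 4 libraries of the conditions compared, the replicate block, and each library left out in turn. Alternatives added after the values were seen were voom on the recovered reads, log2 of the normalized count plus 1, recomputed size factors, removal of the trend with GC content and gene length, reads thinned to the same total in each library, and the block together with the average of the siRNA changes.
The steps were tested on simulated data with 200 changed genes. When the changes were the same with both siRNAs, 84.0% of 188 changed genes that passed the filter were called. With a further change specific to each siRNA (SD 0.5 on the log2 scale), the fit with the siADAR1 libraries as 1 group called 26.0% of 181. The average in the fit with 3 groups called 90.6% of them, together with 3211 genes that had no common change. Overlap between the siRNAs was compared with 50 draws of simulated libraries, and replicate shifts of a list with 10000 random lists matched for expression.
The position, exon and sequence around the CDK13 editing site were taken from GRCh38 and GENCODE release 44 with Python 3.11.15 and biopython 1.88. Tables were made with numpy 2.4.6 and pandas 2.3.3 and plots with matplotlib 3.10.9. Editing levels, splicing events, transcript forms and the functional annotation by DAVID were not analysed here, since they need reads or tools that were not at hand.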

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

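Of the tests in this part, those on library size, GC content and length, normalization, labels and extent of silencing were chosen after the results were seen.
The siRNAs differed from each other at 6838 genes in a direct test (limma). The number was 6598 with reads thinned to the same total in each library and 6789 with the trend with GC content and gene length removed. After quantile normalization it was 6855. Of the 6838 genes, 6432, 6298 and 6306 were called again in these settings. This argues against depth, base composition and scaling between libraries as the whole cause. The 10 most abundant genes took no more than 7.51% of the reads of any library. An exchanged label is argued against by the distances between libraries: the largest root mean square log2 distance between replicates was 0.629, below the smallest between a library of siADAR1 #1 and a library of siADAR1 #2, 0.960. A different extent of ADAR1 silencing would move genes in the same direction by different amounts, but 65.8% of the genes that differed had opposite signs against siControl. The change in ADAR itself did not differ by the test between the siRNAs. Changes specific to an siRNA, such as silencing of other transcripts, are consistent with the 6838 genes and remain open as a hypothesis. Any other difference between the transfections also stays open, since each siRNA is present in its own libraries alone. A change shared by both siRNAs is not excluded for other genes: 821 genes were called in the same direction with each siRNA and did not differ between them.
GAPDH fell with siADAR1 #2 (log2FC -1.01, standard error 0.12, adjusted p-value 0.00097, limma) more than with siADAR1 #1 (-0.11, adjusted p-value 0.578), a difference of 0.90 (adjusted p-value 0.00111). It had 146861 and 131296 reads in siControl, 145486 and 107595 in siADAR1 #1, and 63028 and 50744 in siADAR1 #2. Over all settings the log2FC with siADAR1 #2 stayed between -1.13 and -0.60, and that with siADAR1 #1 between -0.24 and 0.04, with 0.02 without siControl replicate 1 and 0.04 with median-centred libraries. Reads shared with the pseudogenes of GAPDH were not tested. GAPDH is 1 of the genes that differ between the siRNAs, so the same explanations stay open for it, and no biological explanation was tested.
The paper does not discuss targets of ATF4, the transcription factor of the integrated stress response, as a group. DDIT4, CHAC1 and TRIB3 belong to the list of its targets and rose in the libraries and by qPCR. Without these 3 genes, the other 42 had a median log2FC of 0.50 with both siRNAs, 34 of them rose, and for 27 all 4 siADAR1 libraries lay above both siControl libraries. The median was 0.50 with siADAR1 #1 and 0.60 with siADAR1 #2. The full list of 45 genes had a median of 0.53 (adjusted p-value 1.73e-15 under camera and 0.00172 under fry), with a median of 0.50 to 0.65 over all settings and an adjusted p-value of 1.11e-17 to 0.0588, the highest with the correlation estimated by camera. Over all genes tested, 24 of its genes were called with siADAR1 #1 and 26 with siADAR1 #2 (25 and 27 adjusted over the list alone). With the siRNAs as 1 group 0 were called, or 20 adjusted over the list alone. The 3 members with the smallest adjusted p-values were STC2, ASNS and TRIB3, and 6 members also belong to the apoptosis list. An activation of the ATF4 response may explain the rise of DDIT4, CHAC1 and TRIB3, as a hypothesis. Whether it follows from the loss of ADAR1 or from transfection with an active siRNA was not tested, since both siRNAs share this.
For 48 results, the gap between 1 of the 4 siADAR1 libraries and the nearest other was compared with the range of the 4. In 3 of them the gap was beyond the limit of Dixon's test for 4 values, where chance gives 2.4. These were CDCA2 in siADAR1 #1 replicate 2 (0.831 of the range), ENAH in siADAR1 #1 replicate 2 (0.923) and HAUS3 in siADAR1 #1 replicate 1 (0.880). The log2 values of ENAH were 12.86 and 12.58 in siADAR1 #1 and 12.86 and 12.88 in siADAR1 #2, and its log2FC with siADAR1 #1 was 0.20, or 0.33 without siADAR1 #1 replicate 2, 0.06 without siADAR1 #1 replicate 1 and 0.13 without siControl replicate 2. Those of HAUS3 were 9.91 and 10.18 in siADAR1 #1 and 10.16 and 10.19 in siADAR1 #2, and its log2FC with siADAR1 #1 was -0.37, or -0.24 without siADAR1 #1 replicate 1. The number is near what chance gives, and no technical or biological explanation was tested for these libraries.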

How the results depend on the processing

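Voom, log2 of the normalized count plus 1, recomputed size factors, removal of the trend with GC content and gene length, thinned reads, and the replicate block together with the average of the siRNA changes were chosen after the data were seen. A comparison with DESeq2 and edgeR on the recovered reads, set in advance, was not run, and voom was the only model for counts that was run on them. A change of pseudocount, also set in advance, does not exist for variance-stabilized values. Fits that leave 1 library in a condition give no p-value, so they give no counts of genes for that condition, and the count of genes called with both siRNAs has no value with a library left out.
With the siADAR1 libraries as 1 group, the count of genes called was 0 in every setting that kept this grouping, including the 4 fits that each left out a siADAR1 library, while 2916 genes had an unadjusted p-value under 0.05 in the original setting. With the siRNAs as separate groups and their average tested it was 3585, and with the replicate block added 4055. The log2FC of ADAR was -2.53 in both of these fits, with an adjusted p-value of 0.00233 and 0.000346. Over all settings its adjusted p-value lay between 0.000346 and 0.243. Across the 6 fits that each left out a library its log2FC lay between -2.73 and -2.35.
Without a trend in eBayes, siADAR1 #1 called 1347 genes in place of 3502 and both siRNAs called 386 in the same direction in place of 1084; the cause was not tested. In the other settings siADAR1 #1 called 2685 to 4086 genes and both siRNAs 770 to 1358. For siADAR1 #2 the count lay between 4474 and 6038 and for the difference between the siRNAs between 6010 and 7275 over all settings. The replicate block gave the highest of these counts: 4086 for siADAR1 #1, 6038 for siADAR1 #2, 7275 for the difference and 1358 for both siRNAs. With a library of the other conditions left out, siADAR1 #1 called 3333 to 3341 genes, siADAR1 #2 5750 to 5758, and the difference between the siRNAs 6355 to 6360. Median centring brought the median log2FC of all genes from -0.02 to 0.12 for siADAR1 #1 and from -0.0022 to 0.13 for the difference between the siRNAs, and the balance moved with it: siADAR1 #1 then called 1951 upregulated and 1706 downregulated genes, and quantile normalization gave 1692 and 1852.
The correlation of the siRNA changes was 0.34 without a filter on low values, where more genes near the floor enter; the cause was not tested. It lay between 0.23 and 0.38 across the 6 fits that each left out a library, the highest without siControl replicate 2. Of the 18 gene lists, 12 were called with camera, 11 to 13 in the other settings with camera at the preset correlation and 13 to 14 with a siADAR1 library left out. With the correlation estimated by camera 0 were called, and there the size of the correlation is what differs. Under fry 4 were called, but fry also asks another question, since it does not set a list against the other genes. The cause was not tested further.
The direction of the test turned for some results, and the cause was not tested. After quantile normalization, CDK13 with siADAR1 #2 was 0.0094, ADAM15 with siADAR1 #2 0.022, LRCH3 0.059, CDK12 with siADAR1 #2 0.099, and the ribosomal protein list 0.017 with both siRNAs and 0.13 with siADAR1 #2, where it passed the threshold (adjusted p-value 0.00582, over a range of 0.00582 to 0.897). Median centring gave 0.035 for GAPDH with siADAR1 #1 and 0.043 for LRCH3. Removal of the trend with GC content and gene length gave 0.049 for LRCH3, 0.042 for CDK12 with siADAR1 #2 and -0.092 for the mitochondrially encoded list, whose direction under camera turned. The collagen, MMP, laminin and integrin list with siADAR1 #2 was 0.032 without a filter, -0.090 with the filter at 50 normalized counts and -0.0071 under fry, where the direction of the test turned. With a library left out, CTNND1 lay between -0.27 and 0.0031 (0.0031 without siADAR1 #1 replicate 1), LRCH3 between -0.090 and 0.031 (0.031 without siADAR1 #2 replicate 2) and the mitochondrially encoded list between -0.29 and 0.30 (-0.17 without siADAR1 #2 replicate 1, where the test turned).
Among the other results, the alternatives chosen in advance left 3458 values the same, while 108 were weaker, 112 stronger and 50 moved, and in 14 the direction of the test turned. Those added later left 1312 the same, with 8 weaker, 63 stronger and 3 in which the test turned. These counts take a value without a test as the same when it moved by less than the spread between replicates, and a list's direction from its test. Beyond them, 30 further values had another sign than in the original setting, 19 with a library left out and 11 in other settings, 28 of them medians of gene lists and 2 of single genes. The largest of these shifts were in 2 lists: the interferon-stimulated list with siADAR1 #1 went from 0.69 to -0.21 without siADAR1 #1 replicate 2, and the cytokine list with siADAR1 #2 from 0.34 to -0.08 without siADAR1 #2 replicate 2. The single genes were GAPDH with siADAR1 #1 (0.02 without siControl replicate 1) and ADAM15 with siADAR1 #2 (0.03 without siControl replicate 2). The replicate block alone made 10 of 260 such results stronger and none weaker; the only list among them whose call changed under camera was the mitochondrially encoded list with siADAR1 #2 (0.14, adjusted p-value 0.0225, over a range of 0.00513 to 0.885). With the block, fry called 1 list with both siRNAs and 0 with either siRNA, where it called 4, 1 and 10 without it.
The depth limits genes with few reads, such as ADARB2 with 1 to 4 reads per library. With reads thinned to the same total, siADAR1 #1 called 3389 genes, siADAR1 #2 5354 and the difference between the siRNAs 6598, so depth did not set the size of these counts. The number of replicates limits every comparison.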

Differences from the paper's values

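The paper reports 491 downregulated and 355 upregulated genes upon ADAR1 knockdown. With the siADAR1 libraries as 1 group, 0 were downregulated and 0 upregulated, while 2916 genes had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap: those that kept this grouping gave 0 and 0, and the average of the siRNA changes in a fit with 3 groups gave 2325 and 1260. DESeq2, which the paper used, was not run, and the paper does not state whether it pooled the siADAR1 libraries. Counted in another way, as genes called in the same direction with each siRNA, 711 were downregulated and 373 upregulated. Over the alternatives set before the data were examined this count lay between 194 and 874 for downregulated and between 192 and 523 for upregulated genes. This other count was less than 1.5 times away from both of the paper's counts in the original setting, without a filter on low values (499 and 271), with median-centred libraries (580 and 511), with quantile-normalized libraries (545 and 523) and with robust eBayes (721 and 395). It was also less than 1.5 times away in 4 settings chosen after the values were seen: log2 of the normalized count plus 1 (706 and 379), recomputed size factors (678 and 386), removal of the trend with GC content and gene length (648 and 480) and thinned reads (693 and 340). It was farther away with the filter at 50 normalized counts (765 and 368), without a trend in eBayes (194 and 192), with fits to the 4 libraries compared (823 and 328), with the replicate block (874 and 484) and with voom (780 and 372), the last chosen after the values were seen.
For ADAR1 the paper shows a -log10 adjusted p-value of about 7.5 in Fig. 1A, read by eye, and the value here was 1.01. Over the alternatives set before the data were examined that were run, it lay between 0.615 and 2.63, and none closed the gap. The paper used DESeq2, which was not run, so these adjusted p-values come from unlike tests. The log2FC of ADAR1, about -2.1 in Fig. 1A as read by eye, was -2.53 here.
The paper names the 17 genes of Fig. 1C as highly significant. With the siADAR1 libraries as 1 group 0 of them were called, with adjusted p-values from 0.0988 to 0.155, and all 17 were called with siADAR1 #1, with siADAR1 #2, with the average of the siRNA changes, and with that average and the replicate block, the last of which was chosen after the values were seen.
The paper finds genes of apoptosis enriched among the upregulated genes. Here and for splicing, camera asked whether a list shifted against the other genes, which is not enrichment among called genes. Both siRNAs raised 9 of the 66 apoptosis genes and lowered 4, and over all genes tested they raised 373 and lowered 711. Over-representation of the list among these genes was not tested. The apoptosis list had an adjusted p-value of 0.0643 under camera. It was called with the filter at 50 normalized counts (0.0217), after quantile normalization (0.0231), without siADAR1 #1 replicate 1 (0.044), without siADAR1 #2 replicate 1 (0.0246), and with siADAR1 #1 alone (0.0107), over a range of 0.0217 to 0.461 with both siRNAs.
The paper finds genes of alternative splicing among the downregulated genes. Of the splicing lists, that of SR proteins and hnRNPs fell and was called with both siRNAs (47 of 67 genes fell, adjusted p-value 0.00107 under camera, 0.141 under fry). The core spliceosome list had an adjusted p-value of 0.0916 with both siRNAs, and was called without a filter on low values (0.0253), without siADAR1 #1 replicate 1 (0.0244) or replicate 2 (0.0112), and with siADAR1 #2 alone (5.48e-05), over a range of 0.0112 to 0.959 with both siRNAs.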

Other observations

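Of the tests in this part, those on the replicate shift of the interferon-stimulated genes, on the count of 0 genes and on qPCR were chosen after the results were seen, and the others before.
That 0 genes were called with the siADAR1 libraries as 1 group, with 2916 at an unadjusted p-value under 0.05, may come from differences between the siRNAs being counted as error. With the siRNAs as separate groups 3585 genes were called, as this explanation needs. In simulated data without changes specific to an siRNA, both designs called 158 of 188 changed genes. With such changes (SD 0.5 on the log2 scale, a size not estimated from these libraries), 1 group called 47 of 181 and separate groups 164 of 181, together with 3211 genes without a common change. Of the 3585 genes, 2016 differed between the siRNAs, so the average of the siRNA changes does not stand for a change that both share. The number of genes that ADAR1 itself changes stays open.
The interferon-stimulated genes rose with a median log2FC of 0.92. An interferon response stays open for the list. Camera, which sets the list against the other genes, called it, and fry, which asks whether its genes changed at all, did not. Fry judges a change by the spread within the groups, and the uneven replicates of this list add to that spread. The calls of camera and fry still differed with the replicate number as a block (adjusted p-value 1.18e-15 under camera and 0.196 under fry). Relative to the siControl library of the same replicate number, every median was positive (0.23 and 0.51 in replicate 1, 1.23 and 2.01 in replicate 2). For IFIT2 with both siRNAs, the adjusted p-value lay between 0.000356 and 0.405 over all settings (limma). In replicate 2 the list was higher than in replicate 1 by 0.54 in siControl (58 of 64 genes), 1.78 in siADAR1 #1 (62 genes) and 2.13 in siADAR1 #2 (62 genes). Each of these shifts lay at percentile 100 of 10000 random lists matched for expression, which argues against library size. A shift common to all conditions cannot be told apart from one that differs between them: the 0.54 in siControl has the same direction as the larger shifts with siADAR1, and with 1 pair of libraries in each condition the difference was not tested. A response to ADAR1 loss that was stronger in replicate 2 stays open, as does a difference in the handling of the replicates that acts on siADAR1 cells alone. 
For the rise of DDIT4, CHAC1 and TRIB3, the unfolded protein response of the endoplasmic reticulum cannot be told apart from no such response: the 22 genes of its list went both ways (14 rose), with a median of 0.14 (adjusted p-value 0.0851, camera; 0.385 under fry). The list was called with the filter at 50 normalized counts (0.0353), after quantile normalization (0.27, adjusted p-value 0.00569), with the trend with GC content and gene length removed (0.0407) and without siADAR1 #2 replicate 2 (0.19, adjusted p-value 0.0298), over a range of 0.00569 to 0.487. Without siControl replicate 2 the median was 0.07. It was 0.18 with siADAR1 #1 (adjusted p-value 0.072) and 0.10 with siADAR1 #2 (adjusted p-value 0.369), where it was -0.01 without siADAR1 #2 replicate 1, 0.01 without siControl replicate 2, 0.22 without siControl replicate 1 and 0.28 without siADAR1 #2 replicate 2. With siADAR1 #1 it was 0.10 without siControl replicate 2. The list was called with siADAR1 #1 after median centring (0.33, adjusted p-value 0.0435), quantile normalization (0.26, adjusted p-value 0.0212) and removal of the trend with GC content and gene length (0.23, adjusted p-value 0.0442), over a range of 0.0212 to 0.67. It was called with siADAR1 #2 after quantile normalization (0.28, adjusted p-value 0.0286, over a range of 0.0286 to 0.885).
For the fall of cell cycle genes, activation of p53 likewise cannot be told apart from none. The 29 targets of p53 went both ways (15 rose), with a median of 0.079 (adjusted p-value 0.188, camera), and were called after quantile normalization alone (0.21, adjusted p-value 0.0417, over a range of 0.0417 to 0.461). The median was -0.0082 without siControl replicate 2, and between 0.02 and 0.11 without any other library. With siADAR1 #1 it was 0.09 (0.01 to 0.17 with a library left out) and with siADAR1 #2 0.02 (-0.10 to 0.15). Adjusted over the list alone 5 genes were called with both siRNAs, against 0 over all genes. With siADAR1 #1, 12 were called and with siADAR1 #2 8, the same numbers either way.
Lower expression of splicing factors as a source of the splicing terms in Fig. 1B stays open with both siRNAs. The SR protein and hnRNP genes had a median of -0.23. Camera, which sets the list against the other genes, called it, and fry, which asks whether its genes changed at all, did not. With siADAR1 #2 camera at the preset correlation and fry both called the SR protein and hnRNP list (0.0241 under fry) and the core spliceosome list (0.0238 under fry), though fry gave 0.0847 for each with the replicate block, and camera with an estimated correlation gave 0.607 and 0.548. With siADAR1 #1 neither test called either list (0.235 and 0.413 under fry). Whether lower expression of these genes leads to the terms was not tested.
The changes read by eye from the qPCR bars were smaller than those in the libraries for 16 of the 17 genes with each siRNA, with a median shortfall of 0.93 on the log2 scale with siADAR1 #1 and 0.74 with siADAR1 #2. The paper's primer table lists GAPDH, and its text does not name the reference gene. A fall of GAPDH as the reference is argued against for siADAR1 #1, since GAPDH changed by -0.11 there beside a shortfall of 0.93. For siADAR1 #2, with a GAPDH change of -1.01, it stays open for the genes that fell. A lower reference would enlarge rises by qPCR, yet 16 of the 17 changes were smaller, and 3 of the 17 genes rose. Relative to the libraries, the qPCR value was higher with siADAR1 #2 than with siADAR1 #1 for 16 genes, by a median of 0.35. A lower reference acts in that direction, but GAPDH differed by -0.90 (siADAR1 #2 minus siADAR1 #1). Other explanations, such as the separate RNA samples, were not tested.
The 76 ribosomal protein genes had a median of -0.12 with both siRNAs (60 fell, adjusted p-value 0.0133, camera; 0.308 under fry), but 0.02 after quantile normalization. The list was not called with median-centred libraries (-0.04, adjusted p-value 0.155), with the filter at 50 normalized counts (0.0705) or without siADAR1 #1 replicate 1 (-0.08, adjusted p-value 0.0905), over a range of 0.00205 to 0.612. Without siControl replicate 1 it was -0.02 and without siControl replicate 2 -0.23. With siADAR1 #1 it was -0.14 (adjusted p-value 0.00521), or 0.0060 with median-centred libraries, and -0.02 without siControl replicate 1 and -0.25 without siControl replicate 2. With siADAR1 #2 it was -0.07 (adjusted p-value 0.367), or 0.05 without siControl replicate 1, -0.17 without siControl replicate 2 and -0.02 without siADAR1 #2 replicate 2.
The 37 mitochondrially encoded genes had a median of -0.06 with both siRNAs (21 fell, adjusted p-value 0.475, camera), -0.16 with siADAR1 #1 (adjusted p-value 0.43) and 0.14 with siADAR1 #2 (adjusted p-value 0.086). Without siADAR1 #1 replicate 2 the list rose past the threshold (0.08, adjusted p-value 0.0235, over a range of 0.0235 to 0.982). Its median was 0.30 without siControl replicate 1 and -0.29 without siControl replicate 2. With a library left out, the median lay between -0.46 (without siControl replicate 2) and 0.13 (without siControl replicate 1) for siADAR1 #1, and between -0.10 and 0.50 for siADAR1 #2, without the same libraries. With siADAR1 #1 the list passed with the trend with GC content and gene length removed (-0.24, adjusted p-value 0.0444, over a range of 0.0444 to 0.878). With siADAR1 #2 it passed after quantile normalization (0.23, adjusted p-value 0.00513), without a filter on low values (0.0475) and with the replicate block (0.0225), over a range of 0.00513 to 0.885.
The paper studies splicing in genes of Fig. 2D, whose total expression was read out here. TPM2 fell with both siRNAs (log2FC -1.37 with siADAR1 #1, adjusted p-value 0.00345, and -1.51 with siADAR1 #2, adjusted p-value 0.000799, limma). SGO1 fell by 1.23 on the log2 scale with siADAR1 #2 (adjusted p-value 0.00148) and by 0.17 with siADAR1 #1 (adjusted p-value 0.528), and the difference was past the threshold (adjusted p-value 0.002). NUMA1 and CTNND1 differed between the siRNAs too (adjusted p-values 0.00301 and 0.00239), with log2FC values of -0.58 and -0.50 with siADAR1 #1 and 0.17 and 0.21 with siADAR1 #2. With siADAR1 #2, NUMA1 was 0.0090 without siControl replicate 2 and 0.34 without siControl replicate 1, and CTNND1 was 0.13 without siControl replicate 2. With siADAR1 #1, SGO1 was -0.08 without siControl replicate 1 and -0.26 without siControl replicate 2. With both siRNAs as 1 group, ADAM15 had a log2FC of -0.37, ENAH of 0.27, HAUS3 of -0.30 and LRCH3 of -0.04. That of ADAM15 was -0.54 without siControl replicate 1, -0.20 without siControl replicate 2 and -0.22 without siADAR1 #1 replicate 1. That of LRCH3 rose to 0.04 with median-centred libraries, 0.06 after quantile normalization and 0.03 without siADAR1 #2 replicate 2.
CDK12, the closest paralog of CDK13, had a log2FC of 0.06 with both siRNAs and did not differ between them (adjusted p-value 0.144, limma). The log2FC lay between 0.01 and 0.11 with a library left out, and reached 0.18 over all settings.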
